# Multi-omic characterization of a soil microbial consortium reveals critical role of succinate and glutamate metabolism during calcium carbonate precipitation

**DOI:** 10.1186/s12896-026-01136-y

**Published:** 2026-06-23

**Authors:** Winston E. Anthony, Tesia T. Lin, Marci Garcia, Izabel Stohel, Sharon Zhao, Natalie Sadler, Yulia Farris, Josie Eder, Sneha Couvillion, Ryan McClure

**Keywords:** Soil Microbiology, Microbial consortia, Microbially induced calcium carbonate precipitation, Transcriptomics, Metabolomics

## Abstract

Microbially induced calcium carbonate precipitation (MICP) holds potential for soil stabilization and carbon sequestration efforts, with the overall efficiency of the process being a major determinant for its use in many environmental and civil engineering applications. While the biogeochemical pathways and enzymes driving MICP are known, the microbial metabolic networks and community dynamics underlying such processes remain poorly characterized. To address this gap, we interrogated a MICP-capable four-member consortium of soil bacteria (*Curtobacterium flaccumfaciens*, *Rhodococcus qingshengii*, *Bacillus toyonensis* and a *Microbacterium* species), termed carbon storing consortium - A (CSC-A). Prior work shows that CSC-A yields carbonate at a higher quantity compared to the sum of carbonate individually produced by each member, suggesting MICP is driven by community dynamics. To that end we applied a multi-omic integration approach of genomics, transcriptomics, and metabolomics to investigate potential inter-species interactions that may influence the MICP phenotype. Genomic life history characterizations identified evidence of specialization by *B. toyonensis* and *Microbacterium*, while metatranscriptomic perturbation was almost ten times greater in the absence of *R. qinshengii* than *C.flaccumfaciens*, suggesting that *R. qingshengii* is a keystone species when grown in urea, a molecule key to the MICP process. By comparing individual species’ metabolomes to the metabolic profile of a shared well, we identified over 200 metabolites predicted to be produced or consumed by CSC-A members. Integrating both data types and mapping them to the KEGG reactome highlighted over 20 different enriched pathways with reactions related to glutamate metabolism, succinate metabolism, and branched chain amino acid biosynthesis. As succinate metabolism was a major node in this network we applied laboratory assays to confirm that additional added succinate led to increased carbonate precipitation by CSC-A, a critical validation of our modeling approach. By isolating and identifying the interconnected metabolic components underlying MICP in CSC-A, we identified keystone taxa, metabolites, and pathways important for future optimization of the application of this consortium to carbonate precipitation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12896-026-01136-y.

## Background

A variety of microbes with microbially induced calcium carbonate precipitation (MICP) abilities have been studied for their roles in natural and engineering applications, with research rapidly gaining momentum over the past decade [1, 2]. Such applications include bioremediation, soil stabilization, and carbon sequestration [3–5]. A ubiquitous, naturally occurring process in bacterial communities, the biomineralization and precipitation of calcium carbonate (CaCO_3_) is a byproduct of microbial metabolism. However, some of the exact roles and dynamics between bacterial species that drive this precipitation are still unclear [1]. Environmental conditions (pH, moisture), urea and calcium concentrations, degradation byproducts, and ion charges all potentially influence biomineralization [4, 5] and may be factors in dynamics driving community production of carbonate. Some research has already identified specific metabolic activities and community interactions that enhance the mineralization processes [1], increasing ‘passive’ induction given the right external conditions [1, 6].

One such metabolic pathway of interest for MICP is the urease-assisted degradation of urea into ammonia and carbonic acid [7]. The equilibration of these products increases environmental pH levels, leading to the formation of carbonate ions and, given sufficient ^Ca2+^ availability in the soil, the precipitation of CaCO_3_ [8, 9]. Several studies have found that increasing the pH of environmental solutions results in faster activation of ureolytic microorganisms, simultaneously increasing CaCO_3_ precipitation [10, 11]. This requires participating microbes to maintain lower, internal pH levels, striving to achieve a state of equilibrium among byproducts, CaCO_3_, and ammonium concentrations.

More recently, pathways driven by carbonic anhydrase (CA) have also been of interest for promoting and optimizing biomineralization [6, 12]; one case study suggested that *Sporosarcina pasteurii* uses this enzyme to help reverse dehydration to maintain cell homeostasis under urea-rich conditions [13]. In most other studies, the hydrolyzing of CO_2_ by CA is crucial to maximizing CO_2_ sequestration; thus, the enzyme is typically highlighted when manipulating MICP systems [14]. However, MICP production by urease enzymes is still the most energy efficient and common way to produce carbonate.

Studies have also begun focusing on investigation of multi-species communities of MICP microbes with the goal of improving the resilience of such consortia, developing bioproduction systems, or maximizing carbon storing capacities [5, 10, 15]. Typically, MICP research studies favored modeling single-microbe systems in isolated environmental applications using *Bacillus* spp., *Sporosarcina* spp., and occasionally *Desulfovibrio* spp [1, 5, 13, 15]. Where there has been some research on curated communities of ureolytic and nonureolytic bacterial strains, these studies have yielded positive initial results for increasing CaCO_3_ production [6, 16–18]. Yet few studies have been conducted on naturally-derived consortia, and even fewer attempt to elucidate the metabolic interactions occurring among and between consortia members that lead to carbonate produciton [11, 17].

To identify an economically viable MICP biosystem, we isolated a naturally derived, four-member consortium of soil bacteria capable of MICP, referred to as Carbon Storing Consortium A (CSC-A), collected from the Kearney Research and Extension Center near Davis, CA. From this community, we aimed to characterize the metabolic potential of each microbial member, identify their respective functional niche in a complex MICP system, and map potential molecular interactions that may be key to MICP processes. Through the integration of multiple ‘omics methods, we find evidence that the 4-member community encodes for diverse functional potentials in their genomes, and expression analyses confirm that removing individual species has markedly different effects on the metatranscriptome. Integrating transcriptomic and metabolomic data identified a set of cross-pathway metabolic reactions, centered around glutamate and glutamine as keystone metabolites, that drive a community-wide response linked to amino acid metabolism during MICP. We also confirmed that other interaction predictions made by the model, centered on succinate, led to strategies to modify growth of CSC-A and enhanced carbonate production. These interactions ultimately allow the consortia to degrade urea more efficiently than just a single species, resulting in the previously observed phenotype of enhanced calcium carbonate production in the consortium. Our cross-sectional exploration culminated in the identification of species-specific roles in urea-degradation and stress-tolerance, which are important for enhancing MICP processes, laying a foundation for manipulation of metabolic exchanges in future studies to enhance and harness the capabilities of this and other naturally derived carbon sequestering communities.

## Methods

### Bacterial cell culture

All CSC-A constituents were revived from freezer stocks (stored with 25% glycerol at -80 °C) and cultured on low-nutrient Reasoner’s 2 A (R2A) agar plates for 48 h at 20 °C. Growth assays were performed in 20 °C environments and agitated at 150 rpm in a New Brunswick 2180 shaker. Species were cultivated according to the needs of the experiment (described below) in media comprised of 4 g/L of yeast extract and 5 g/L of dextrose enriched with 20 g/L of calcium chloride (5% concentration of total volume) with DI water adjusted to 1 L (B4 media), or media comprised of 4 g/L of yeast extract and 5 g/L of dextrose enriched with 20 g/L of calcium chloride and 20 g/L of urea (B4UZN media).

### Genome sequencing and analysis

CSC-A isolates were cultured in R2A media for 72 h while agitated at 180 rpm on a New Brunswick 2180 shaker at 20 °C. DNA was extracted using Zymo’s *Quick*-DNA/RNA Miniprep Kit (D7003) and sent for sequencing and assembly to Plasmidsaurus (San Francisco, CA). Assemblies were annotated using Bakta [19], and life history traits were estimated using Microtrait [20] with default parameters. Potential cross-feeding interactions between community members was estimated by generating genome scale models from genome assemblies using CarveMe [21] and then estimating interactions in minimal and M9 media using SMETANA [22]. Life-history trait analysis was performed in microtrait using their internal sequence data standardization techniques. The trait matrix was centered and scaled using the scale() R function for visualization. KEGG ortholog assignment was conducted from translated protein sequences using KofamKOALA and KOfamscan [23]. Heatmaps of traits were created using pheatmap v1.0.12 in R v4.5.0 [24, 25].

### RNA expression and profiling

CSC-A’s four microbes were cultured in two experiments. The first experiment had a total of four conditions to assess the effect of urea-enriched media: CSC-A grown in a B4 medium (composed of dextrose, yeast, and calcium chloride), CSC-A without *C. flaccumfaciens* grown in B4 medium, CSC-A grown in urea-enriched B4 (B4UZN, B4 with the addition of 2% urea), and CSC-A without *C. flaccumfaciens* grown in B4UZN. Cultures were started as above on agar plates before being moved to liquid cultivation in glass flasks. Each condition had three replicate flasks of 60 mL of its respective media, incubated at 20 °C with samples drawn at timepoints described below. For each sample 7 mL of media was removed and allowed to sit for 10 min at room temperature, to allow for precipitated CaCO_3_ to settle to bottom of tube. Supernatants were then removed from this tube and centrifuged at 5000 g for five minutes, and the centrifugation supernatant removed. The pellets for each replicate were then stored in a -80 °C freezer until extraction. Timepoints collected for this first experiment were 0, 24 and 48 h. This setup is repeated for the second experiment, which excludes *R. qingshengii* from the CSC-A community rather than *C. flaccumfaciens*. Timepoints for the second experiment were 24 and 48 h.

RNA extraction was performed using Zymo’s *Quick*-DNA/RNA Miniprep Kit (D7003) and sequenced by Azenta (South Plainfield, NJ) using Illumina technology. Bioconductor’s DESeq2 package (3.9) [26] was used to analyze gene expression for each member of the CSC-A community under the different conditions tested (in the presence and absence of *C. flaccumfaciens* and *R. qingshengii* or in different media types). Raw transcript counts were normalized using the internal median of ratios normalization used by DESeq2 for differential expression. The set over-enrichment and GSEA of KEGG pathways were performed on variance stabilizing transformation (vst) transformed counts generated using DESeq2, and multiple hypothesis correction was performed using the false discovery rate (fdr) method. The likelihood ratio test was used to determine changes to gene expression across timepoints for media with and without urea. Given the large numbers of genes after analysis, we had the luxury of selecting more conservative constraints for interpreting the statistical significance of our data, ultimately leading to cutoff values of a log2 fold change of < -3 or > 3 and a p-adjusted value of < 0.05 used to consider a gene differentially expressed (DE). These are the genes discussed in Tables 2 and 3. Figure 5 was plotted using ggplot2. The gseKEGG from the clusterProfiler R package was used for set over-enrichment and GSEA analysis of KEGG pathways and modules.

### Metabolomics

Each member of CSC-A was individually cultured in B4UZN media and inoculated in designated wells of a 96-well plate with filter bottoms on each well. A total of 300 uL of each species, at an O.D._600_ of 0.1, was added to each well. There were ten repeat wells for each member of CSC-A. This plate was then placed in a square reservoir pool with the filter bottoms of the wells submerged a few millimeters in the reservoir pool which contained B4UZN media, an approach similar to what has been described before [27]. Plates were incubated at 20 °C for 72 h before 250 uL was collected from each well. Samples from the same species were combined in pairs so that we ended with 5 biological replicates for each species. Samples were then spun down at 5000 g for five minutes and supernatants were used for metabolomics analysis. Samples were processed for global metabolomics using an LC-MS on a Q-Exactive HFX. Metabolite identification for each biological replicate was performed using the Sonnenburg library and a compilation of public MS/MS databases. We deployed the Omu R package [28] to process our metabolomics count data and assess each bacterial genome for orthology to protein sequences within the KEGG Orthology (KO) database [29]. Metabolite data was grouped by replicates, square-root transformed, and Welch’s t-test was used to determine statistical significance at a p-adjusted value of less than or equal to 0.01 contrasted to the control for generating the PCA of highly variable metabolites, and 0.05 when contrasted to the shared reservoir well and for identifying reactions with transcriptomic and metabolomic evidence.

### Integrated ‘Omics analysis

DE transcripts were first generated using DESeq2 in R from the metatranscriptome that mapped to KEGG orthologs using KOfamscan using a threshold of p-adjusted < 0.05. Orthologs with multiple hits were screened by keeping the locus with the highest average base mean. All reactions associated with DE KEGG orthologs and DE KEGG metabolites were queried from the KEGG REST API [30] using the KeggREST v1.48.0 [31] package in R. Reaction subnetworks with DE in both data types were extracted from the relevant KEGG Pathway graphs using ggkegg [32] and visualized in R.

## Results

### CSC-A is a genetically diverse soil microbial consortium with each member encoding unique stress tolerance traits and niche adaptations

CSC-A is derived from naturally co-occurring bacteria sourced from an agricultural setting in Davis, California. The community is made of four members, which were separately isolated, cultured, and sequenced in the laboratory. Reads were de novo assembled to identify their taxonomic assignment and estimate their functional and metabolic potential. Development of this community and other measurements, such as pH and organic carbon levels during growth, are detailed in a previous publication (https://pubmed.ncbi.nlm.nih.gov/41432929/). Our prior publication also contains X-ray diffraction analysis of the CaCO_3_, confirming that it is composed of 75% vaterite and 5% calcite. The remaining 20% is amorphous and cannot be identified.

Three of the four community members were identified to the species level: *Rhodococcus qingshengii* and *Curtobacterium flaccumfaciens* from the Actinomycetota phylum and *Bacillus toyonensis* from the Bacillota phylum. One member was identified to the genus *Microbacterium* within the phylum Actinomycetota; however, this isolate fell outside the 95% average nucleotide identity threshold for assignment to any of the type strains within the genus.

*R. qingshengii* exhibited the largest genome at 7.2 Mb, followed by *B. toyonensis* at 5.3 Mb. The *Microbacterium sp.* (hereafter referred to as *Microbacterium*) and *C. flaccumfaciens* both had smaller genomes at 3.9 and 3.8 Mb, respectively (Table S1). *C. flaccumfaciens* was estimated to have the longest minimum generation time (MGT), (2.1 h^− 1^) and the highest optimum growth temperature (OGT) and GC content at 34.1 °C and 71%, respectively. In order of decreasing MGT, *Microbacterium*, *R. qingshengii*, and *B. toyonensis* had estimated MGTs of 1.2, 1.2, and 0.4 (h^− 1^), respectively. The community also exhibited a wide OGT range, with *B. toyonensis*, *Microbacterium*, and *R. qingshengii* estimated to grow best at 31.9 °C, 31.8 °C, and 24.3 °C (temperatures routine to the soil from which these species were isolated), respectively. Thus, CSC-A contains a diverse set of species with a range of genetic characteristics and growth dynamics.

To interrogate community dynamics, characterization of the functional potential of the community was performed by mapping translated protein sequences from each member to a unique profile of functional trait representations (Fig. 1). We also conducted KEGG ortholog analyses to map genes to known metabolic pathways and reactions. Though there is evidence in literature that some species of *Microbacterium* and *B. toyonensis* possess urease [33–35], both the functional trait representation and ortholog mapping identified *R. qingshengii* as the only member with a genome containing the urea transport and urease system. Both *R. qingshengii* and *C. flaccumfaciens* possessed the urea carboxylase and allophanate hydrolase enzymes necessary for urea amidolyase dependent degradation of urea in our systems. *Microbacterium* had some of the highest trait representation for resource scavenging, such as the transport of aromatic compounds, various polysaccharides, as well as small molecules such as metal ions, sulfur, and siderophores. While *Microbacterium* primarily exhibited stress response traits assigned to two-component systems, *B. toyonensis* instead carried a relatively large genetic complement of stress mitigation (general, heat, cold, and pH) through ATP−dependent proteases. *C. flaccumfaciens* exhibited the unique ability to transport and depolymerize multiple complex carbohydrates: xylan, heteromannan, cellulose, and mixed-linkage glucans. *C. flaccumfaciens* also possesses genes increasing tolerance to osmotic and generalized stress through bacterial exopolysaccharide (EPS) biosynthesis as well as biofilm formation. Finally, *C. flaccumfaciens* and *Microbacterium* both shared a set of traits related to saccharide transport, stress tolerance (via heat-shock proteins), and the ability to degrade chitin. Given the varied functional potential, we anticipated a large degree of specialization during co-culture, and that removing individual members would significantly perturb community metabolic output.

**Fig. 1:**
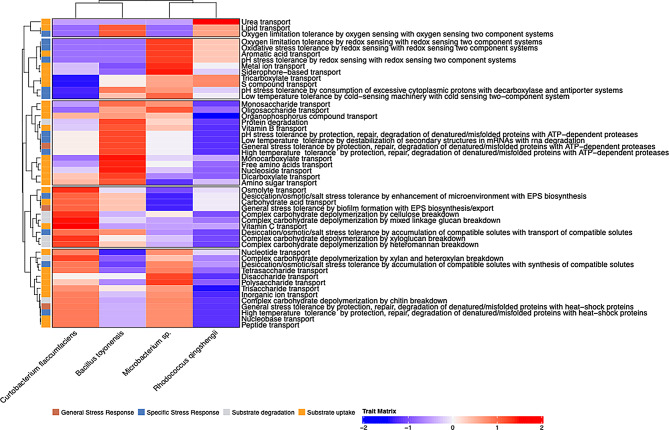
Heat map of predicted functional potential of each CSC-A community member. Each row represents the functional enrichment or depletion of a life-history trait. Rows are split into 5 groups based off of hierarchical clustering. Red cells indicate enrichment of a trait in an organism and blue indicates depletion. Values are trait counts normalized to genome length. The bar on the left side of the heatmap indicates which category of life-history trait each row corresponds to

### *R. qingshengii* loss results in a larger perturbation to the metatranscriptome compared to *C. flaccumfaciens*

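RNA was sequenced from complete CSC-A and from CSC-A without *C. flaccumfaciens*, each grown in base B4 medium and in B4UZN, which is B4 with urea added. Each community, medium and time point of this first experiment (0, 24 and 48 h) had 3 replicate flasks, and the flask was the unit of replication. Reads of a library are given as counts over 19926 loci of the 4 genomes, of which 5972 belong to *B. toyonensis*, 3751 to *Microbacterium*, 6625 to *R. qingshengii* and 3578 to *C. flaccumfaciens*. The deposited values are variance-stabilized counts taken out of the log2 scale, after the authors' median of ratios normalization with 1 size factor per library. They were turned back into read counts, and all were within 0.1 of a whole number. In urea medium the complete libraries held 1531816 to 1757993 reads (median 1652062) at 0 h, 1464816 to 3045993 (median 2091541) at 24 h and 73832 to 96994 (median 81167) at 48 h. Without *C. flaccumfaciens* they held 1663135 to 2130526 reads (median 2024829) at 0 h, 699133 to 1328295 (median 876360) at 24 h and 88163 to 515865 (median 169618) at 48 h. Reads of *C. flaccumfaciens* made up 0.102% ± 0.068 (SD, n = 3) of the libraries without it at 0 h, 0.094% ± 0.020 at 24 h and 0.318% ± 0.250 at 48 h. Each removal was tested with limma after voom weights. The test took the 3 libraries without the species and the 3 complete libraries of the same time in urea medium. Size factors were those of the deposited values, from all libraries together. Whether the authors' own tests used them is not known here. Genes of the removed species and genes with fewer than 10 reads summed over the 6 libraries were left out. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 3 in either direction. Log2 fold changes give the community without the species over complete CSC-A. The size factors largely followed the *Microbacterium* reads of a library. In urea medium they were 5.4548 with 1658648 such reads (0 h without *C. flaccumfaciens*, replicate 1) and 0.0441 with 8680 (complete, 48 h, replicate 1). In every removal tested in urea medium the median log2 fold change of *Microbacterium* genes lay between -0.22 and 0.19. Calls in the other species are therefore largely relative to *Microbacterium* RNA.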

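In a second experiment, complete CSC-A and CSC-A without *R. qingshengii* were grown in urea medium and sampled at 24 and 48 h, with 3 replicate flasks per group. The complete libraries held 4786148 to 5566292 reads (median 4913630) at 24 h and 799464 to 10768144 (median 895376) at 48 h. Without *R. qingshengii* the libraries held 11487554 to 14729270 reads (median 12955471) at 24 h and 10369448 to 14261199 (median 12268481) at 48 h. Counts, normalization and tests were as for the removal of *C. flaccumfaciens*. Reads of *R. qingshengii* made up 0.004% ± 0.006 (SD, n = 3) of the libraries without it at 24 h and 1.27% ± 2.13 at 48 h, where replicate 3 held 3.73%. The species makeup of the complete libraries varied between flasks of this experiment, with *C. flaccumfaciens* at 50.2% ± 37.6 of the reads at 24 h and *Microbacterium* at 68.5% ± 49.1 at 48 h. Shares of reads describe RNA and not cells.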

Considering the unique metabolic potential found in each member of CSC-A, we sought to quantify the impact removing specific community members would have on the metatranscriptome during growth with urea. An initial metabolic exchange model generated using draft genome scale models alongside outcomes from Bakta and Smetana mapped the unique potential of each species; it ultimately suggested that most exchange interactions were centered around *C. flaccumfaciens.* The exchange model (Fig. 2) predicts it to serve as a receiver for metabolites from all other consortia members, while simultaneously acting as a metabolite donor for *R. qingshengii*. We mapped KEGG ontology ID’s to a total of 10,368 loci in the CSC-A concatenated set of genomes. *R. qingshengii* was identified as the only species with a KEGG ortholog (KO) for the urea transporter and urease system and the urea amidolyase enzyme (Fig. 1). Additionally, *C. flaccumfaciens* is the only species (other than *R. qingshengii*) that possesses orthologs for urea amidolyase. Given the genetic evidence of urea degradation in these two community members, and the likelihood that they participated in exchange of urea and other metabolites between each other and the rest of CSC-A, we perturbed the community structure through removing each of these members one at a time in iterative experiments and in media with and without urea for a better understanding of how urea relates to the role of these species in the community.

**Fig. 2:**
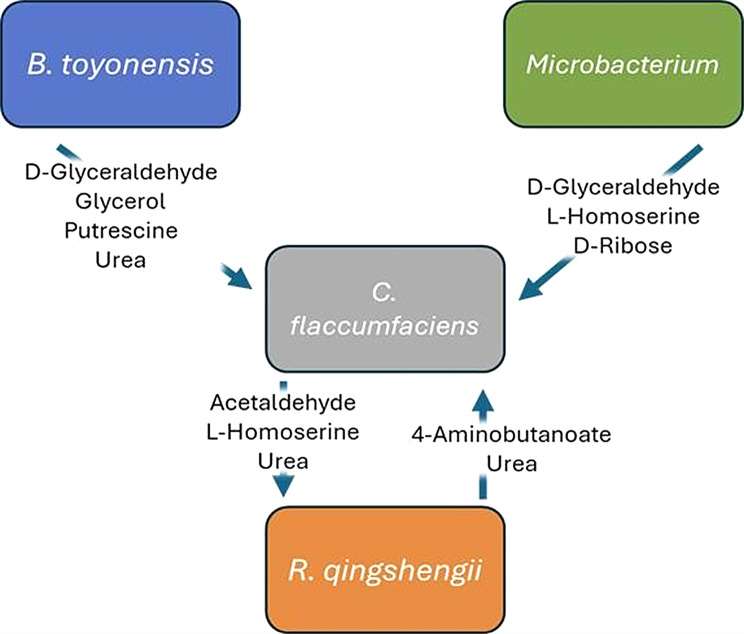
Preliminary predictive modeling of metabolic exchange reactions that could be occurring between the members of CSC-A

When comparing communities with and without *C. flaccumfaciens* (Locus ID prefix IHGJAF), we identified a total of 885 highly differentially expressed genes (DEGs) (-3 < Log2FoldChange > 3 and an adjusted *p-*value of < 0.05), (Fig. 3; Table 1) across a 48-hour time course (0 – inoculation, 24, and 48 h). 

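At inoculation (0 h) in urea medium, libraries without *C. flaccumfaciens* were made up mostly of *Microbacterium* RNA. *Microbacterium* held 82.1% ± 1.37 (SD, n = 3) of the reads without *C. flaccumfaciens* and 23.1% ± 0.820 in complete CSC-A. *B. toyonensis* held 6.19% ± 2.11 against 29.0% ± 2.41, and *R. qingshengii* 11.7% ± 1.04 against 21.9% ± 1.41. The 3 libraries of one group lay apart from the 3 of the other for each species (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow; 0.14 after adjustment over 60 such tests). In B4 at 0 h the shares without and with *C. flaccumfaciens* were 33.3% and 34.3% for *Microbacterium*. They were 38.4% and 10.55% for *B. toyonensis* and 28.2% and 14.1% for *R. qingshengii*, opposite to urea medium. By correlation, the 0 h libraries without *C. flaccumfaciens* lay nearer to complete libraries of the other medium in 17 of 18 pairs of library and species. That comparison was chosen after seeing the data, and an exchange of media names at 0 h stays open. Of 11774 genes tested at 0 h in urea medium, limma called 21 higher and 2689 lower without *C. flaccumfaciens*. In *B. toyonensis* 3 genes were higher and 1558 lower, and in *R. qingshengii* 3 were higher and 1116 lower. In *Microbacterium* 15 were higher and 15 lower. The median log2 fold changes of these species were -2.79, -2.46 and 0.13. With total reads in place of size factors they were -0.96, -0.64 and 1.96, and *Microbacterium* had 263 genes higher and 2 lower. All 6 *B. toyonensis* genes listed for sporulation, competence and export were lower, also adjusted over the list alone, and 5 remained lower with size factors computed within the species; the study chose these loci on these samples, so the count is not independent evidence. Among them, the ATP-binding protein of a linearmycin/streptolysin S transport system (HBOIFM_18730) had 0.128 ± 0.222 normalized counts without *C. flaccumfaciens* and 35.8 ± 7.90 with it (SD, n = 3), a log2 fold change of -7.72 (standard error 0.924, adjusted p = 5.9e-06 from limma). The permease genes of the same system, HBOIFM_18725 and HBOIFM_18720, had log2 fold changes of -7.03 and -7.69. In B4 the 0 h removal gave the opposite sign, with 6.16 for HBOIFM_18730, 5.70 for HBOIFM_18725 and 4.64 for HBOIFM_18720. Stage II sporulation protein P (HBOIFM_17360) and the competence protein ComGB (HBOIFM_06125) had no read in the 3 libraries without *C. flaccumfaciens*, and were at least 39.6-fold and 27.6-fold lower, counting 3 reads over the group as the floor. The *Microbacterium* pdxS subunit of pyridoxal 5'-phosphate synthase (PGEDEG_02535), an enzyme of vitamin B6 synthesis, rose from 7.22 ± 2.37 to 179 ± 28.7 normalized counts (log2 fold change 4.61). In B4 PGEDEG_02535 had the opposite sign, -4.44. It had 0.05 with the 0 h libraries without *C. flaccumfaciens* taken from B4 and 0.12 with the complete libraries taken from B4. Both exchanges were chosen after seeing the data. At 24 h and at 48 h limma called 0 genes, with 55 and 154 genes past the fold threshold at an unadjusted p under 0.05; with sample quality weights it called 47 higher and 303 lower at 24 h and 243 higher and 43 lower at 48 h, and on the deposited log2 values 0 and 1529. With total reads in place of size factors the 0 h count was 685, of which 296 were higher and 389 lower. With size factors computed within each species it was 228, of which 86 were higher and 142 lower. It was 1 (KXIUOE_32180) when the 0 h libraries without *C. flaccumfaciens* were taken from B4 and 788, of which 699 were lower in *B. toyonensis*, when the complete libraries were, alternatives chosen after seeing the data.

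**Figure D1:**
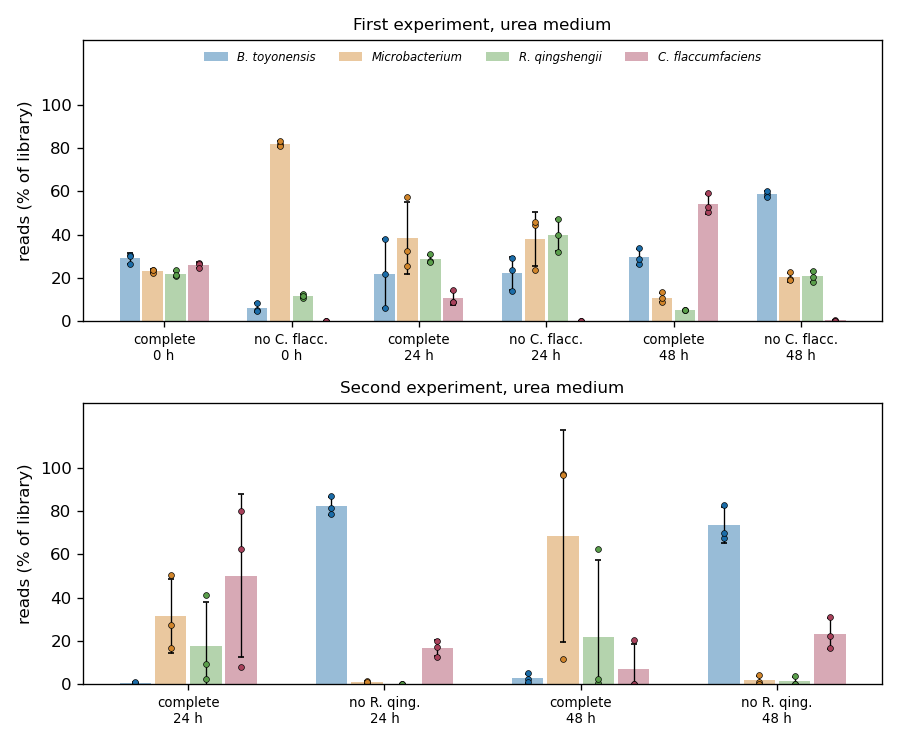
Share of reads of each species, in percent of a library, in urea medium. Bars are means of 3 flasks, lines are SDs and points are single libraries. In the first experiment *Microbacterium* held 82.1% of the reads at 0 h without *C. flaccumfaciens*, and in the second *B. toyonensis* held 82.3% at 24 h without *R. qingshengii*.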

We did not recover evidence of any transcriptional changes during removal of *C. flaccumfaciens* directly relating to urea or MICP related metabolic functions suggesting that *C. flaccumfaciens* may not be heavily involved in these specific processes. 

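Genes of nitrate reduction were higher at 0 h in urea medium without *C. flaccumfaciens*, in both *Microbacterium* and *B. toyonensis*. Carbonic anhydrase of *B. toyonensis* (HBOIFM_01930), which converts carbon dioxide to bicarbonate, had 3.31 ± 0.0354 normalized counts (SD, n = 3) without *C. flaccumfaciens* and no read in complete CSC-A at 0 h, at least 4.00-fold higher (adjusted p = 0.0054 from limma). Cyanate lyase of the same species (HBOIFM_01925) had a log2 fold change of 1.58 (adjusted p = 0.145 from limma). Of 6 genes listed for nitrate reduction, 6 were higher, also adjusted over the list alone; the study chose these loci on these samples. The beta subunit of *Microbacterium* nitrate reductase (PGEDEG_14830) rose from 14.3 ± 0.604 to 218 ± 8.53 normalized counts (log2 fold change 3.89, standard error 0.252, adjusted p = 1.16e-08 from limma). Its assembly chaperone NarJ (PGEDEG_14835) and gamma subunit (PGEDEG_14840) had log2 fold changes of 5.17 and 5.11, and the nitrate/nitrite transporter (PGEDEG_14845) 4.02. In *B. toyonensis* the transporter HBOIFM_17000 had 3.13, and the beta subunit HBOIFM_17045 was higher as well. At 24 h carbonic anhydrase had a log2 fold change of 0.17 and the *Microbacterium* beta subunit 0.29 (adjusted p = 1 from limma for both). At 48 h they had 1.49 (adjusted p = 0.338) and -0.12 (adjusted p = 0.946, both from limma). In B4 medium without urea the 0 h removal gave the opposite sign, -4.76 for carbonic anhydrase and -4.65 for the *Microbacterium* beta subunit, and with the 0 h libraries without *C. flaccumfaciens* taken from B4, an alternative chosen after seeing the data, the beta subunit was not called (adjusted p = 0.812 from limma). With the complete 0 h libraries taken from B4, chosen likewise, the *B. toyonensis* genes turned, HBOIFM_17045 to -3.7, HBOIFM_17000 to -2.56 and carbonic anhydrase to -2.07, and the *Microbacterium* beta subunit had 0.24. Loci of urease, of urea transport and of urea amidolyase carry no names in the tables used here and were not analysed here. From the lack of transcriptional changes relating to urea or MICP, the paper proposes that *C. flaccumfaciens* may not be heavily involved in these processes.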

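At 24 h in urea medium, *R. qingshengii* RNA made up 39.7% ± 7.51 (SD, n = 3) of the reads without *C. flaccumfaciens* and 28.9% ± 1.92 in complete CSC-A, with the groups apart (exact two-sided permutation test, p = 0.1, the smallest possible). Shares of *B. toyonensis* (22.1% and 21.9%) and *Microbacterium* (38.0% and 38.5%) were close in both communities. *C. flaccumfaciens* held 10.7% of the complete libraries, a share that falls to the other species once it is left out. None of the 6506 *R. qingshengii* genes tested passed the test, nor any of the 5809 of *B. toyonensis* or the 3699 of *Microbacterium*; with size factors computed within each species the number was also 0. Of the 5 *R. qingshengii* genes listed for acid and amino acid breakdown, 0 passed over all genes and 3 were higher without *C. flaccumfaciens* adjusted over the list alone; the study chose these loci on these samples, so this is not independent evidence. Geraniol dehydrogenase of *R. qingshengii* (KXIUOE_26185) had 1624 ± 1672 normalized counts without *C. flaccumfaciens* and 49.8 ± 34.5 with it, a log2 fold change of 4.52 (standard error 0.993, adjusted p = 1 from limma). Leaving out replicate 1 of complete CSC-A gave 22 called genes. The 10 most read genes held 6.49%, 0.88% and 2.97% of the reads in complete replicates 1, 2 and 3. Without *C. flaccumfaciens* they held 9.48%, 8.15% and 8.63%. In data simulated at the spread of these libraries, 45% of genes changed by 4 on the log2 scale were called.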

We observed no significant gene upregulation in the 24-hour sample, with all DEGs exhibiting decreased expression as a function of *C. flaccumfaciens* loss and mapping to the *R. qingshengii* (Locus ID prefix KXIUOE) transcriptome. Of these, statistically significant DEGs coded for transferases like the antigen biosynthesis glycosyltransferase and degradation enzymes for valine, leucine, threonine, and isoleucine and CA. 

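The *R. qingshengii* enzymes of branched-chain amino acid and threonine breakdown had higher values at 24 h without *C. flaccumfaciens*, with a wide spread between flasks. Threonine dehydratase (KXIUOE_09545), which deaminates threonine on the way to isoleucine, had 333 ± 350 normalized counts (SD, n = 3) against 23.2 ± 17.2 (unadjusted p = 0.0105 from limma). Subunit A of 3-oxoacid CoA-transferase (KXIUOE_10170), which activates keto acids, had 211 ± 185 against 12.1 ± 6.81, and subunit B (KXIUOE_10165) had a log2 fold change of 4.08. The O157-antigen biosynthesis glycosyltransferase (KXIUOE_12855) had a log2 fold change of 0.88. For each of these genes the adjusted p from limma was 1. With sample quality weights, which give uneven libraries less say, both subunits of the CoA-transferase were called higher (adjusted p = 1.89e-09 and 1.79e-08 from limma), while of all *R. qingshengii* genes 29 were called higher and 258 lower, with a median log2 fold change of -0.87 against 0.08 without these weights.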

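A transport protein of *R. qingshengii*, the ABC-2 type system KXIUOE_26600, had higher values without *C. flaccumfaciens* at both 24 and 48 h. It had 424 ± 450 normalized counts (SD, n = 3) against 22.3 ± 11.1 at 24 h, a log2 fold change of 3.80, and 246 ± 88.8 against 7.56 ± 13.1 at 48 h, a log2 fold change of 3.91. The adjusted p from limma was 1 at 24 h and 0.0636 at 48 h. Citrate lyase subunit beta (KXIUOE_10175), which splits citrate, had a log2 fold change of 3.73 at 24 h, and NAD(P)H dehydrogenase (KXIUOE_09560) 3.43. At 48 h peptide-methionine (R)-S-oxide reductase (KXIUOE_07305), a repair enzyme for oxidized methionine, had 198 ± 199 normalized counts without *C. flaccumfaciens* and no read in the 3 complete libraries, at least 8.94-fold higher. The ATP-binding protein of *B. toyonensis* peptide/nickel transport (HBOIFM_22750) had 116 ± 29.6 and no read. The complete libraries at 48 h were shallow, and no gene named here passed an adjusted p of 0.05.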

Across the 24- and 48-hour timepoints, other significant DEGs coded for catalytic enzymes, and transport proteins (Table 2). At the 48-hour time point, genes expressed at higher levels in the absence of *C. flaccumfaciens* were mostly associated with *B. toyonensis* and mapped to functions such as maintaining cell survival, metabolic regulation, phosphotransferase enzymes and other degradation catalysts. 

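At 48 h in urea medium, RNA of *B. toyonensis* made up more of the reads without *C. flaccumfaciens*, 58.8% ± 1.36 (SD, n = 3) against 29.7% ± 3.77 in complete CSC-A. *C. flaccumfaciens* held 54.3% of the complete libraries, so the other shares rise once it is left out. Leaving it out alone would raise each of them by the same factor. The ratio of the share without it to the share with it was 1.981 for *B. toyonensis*, 1.856 for *Microbacterium* and 4.016 for *R. qingshengii*. Only the ratio of *R. qingshengii* lay above that factor. Among the species left, *B. toyonensis* therefore held a smaller part of the reads than in complete CSC-A. Genes of *B. toyonensis* went both ways. Enolase (HBOIFM_01850), an enzyme of glycolysis, had 510 ± 567 normalized counts without *C. flaccumfaciens* and 7890 ± 7362 with it, a log2 fold change of -4.12 (standard error 0.834, adjusted p = 0.0636 from limma). Enzyme I of the phosphotransferase system (HBOIFM_07195), which energizes sugar uptake, had a log2 fold change of -3.21. Glucokinase (HBOIFM_06015) had 121 normalized counts on average without *C. flaccumfaciens* and no read in complete CSC-A, at least 5.48-fold higher. A methyl-accepting chemotaxis protein (HBOIFM_02175) was at least 9.60-fold higher and the ribosomal protein S12 methylthiotransferase accessory factor (HBOIFM_21135) at least 7.12-fold higher, against no read. Of 4 listed genes of sugar uptake and glycolysis, 0 were called over all genes, and 1 was higher and 2 lower adjusted over the list alone; the study chose these loci on these samples. Argininosuccinate synthase (HBOIFM_04235) had a log2 fold change of 3.04 (adjusted p = 0.0968 from limma). With total reads in place of size factors 1099 genes were called higher and 7 lower, and without replicate 1 of the libraries lacking *C. flaccumfaciens* 229 were called.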

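Ribosomal genes of *B. toyonensis* were lower at 48 h without *C. flaccumfaciens*, though short of the threshold over all genes. Of the 10 listed *B. toyonensis* genes of ribosome and translation, 9 were lower adjusted over the list alone (median log2 fold change -3.88) and 0 over all genes; the study chose these loci on these samples. Elongation factor Tu (HBOIFM_27020), which carries aminoacyl-tRNA to the ribosome, had 958 ± 1381 normalized counts (SD, n = 3) without *C. flaccumfaciens* and 21200 ± 18880 with it, a log2 fold change of -5.28 (standard error 1.06). Ribosomal proteins L22 (HBOIFM_26985), S14 (HBOIFM_26945), S11 (HBOIFM_26880) and L16 (HBOIFM_26975) had log2 fold changes of -4.03, -3.92, -3.85 and -4.14. In *Microbacterium*, ribosomal protein L19 (PGEDEG_03620) had -3.20. In *R. qingshengii*, single-strand DNA-binding protein (KXIUOE_20195), which coats DNA during replication, had -3.34. Their adjusted p values from limma were 0.0636 or 0.0672. In the complete libraries the S14 gene rested on 10 reads and the single-strand DNA-binding protein on 9 reads summed over 3 flasks. Without *C. flaccumfaciens* the 10 most read genes held 11.91% of the reads in replicate 1 and 1.56% in replicate 2, with replicate 3 between them. In complete replicates 1, 2 and 3 they held 12.34%, 13.44% and 15.4%. Whether the more even spread over genes lowered the ribosomal values, or that of enolase, was not tested.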

Other significant DEGs at 48 h were mapped to ribosomes and DNA forming proteins in *B.toyonensis*, *Microbacterium* and *R. qingshengii* (Table 2). Fold change values for all DE genes are shown in Table S2. Normalized expression levels for all genes are shown in Table S3 and metadata information on sample names is shown in Table S4.

**Table 1:** At a cutoff of Log2Fold Change of ≥ 3 and ≤-3, with a p-adjusted value of ≤ 0.05, this table represents the relative number of genes contributed from each of CSC-A’s four members, under two conditions tested: CSC-A without *C. flaccumfaciens*, and CSC-A without *R*. *qingshengii.* Cells with ‘NA’ indicate that there were no samples available at that specific time point, or from a specific consortia member

Number of DEGs Responding to Loss of CSC-A Members							
		No *C. flaccumfaciens*			No *R. qingshengii*		
Species	Gene Count	0 h	24 h	48 h	0 h	24 h	48 h
*B. toyonensis*	5972	(+) 364	0	(+) 18	NA	(+)5227	(+)5491
		(-) 13	0	(-) 110	NA	0	0
*Microbacterium*	3751	(+) 2	0	(+) 1	NA	0	(+) 9
		(-) 256	0	(-) 3	NA	(-) 755	(-) 1
*R. qingshengii*	6625	(+) 46	0	(+) 6	NA	NA	NA
		(-) 34	(-) 23	(-) 24	NA	NA	NA
*C. flaccumfaciens*	3578	NA	NA	NA	NA	(+) 231	(+)2492
		NA	NA	NA	NA	(-) 50	0

**Table 2:** Highly differentially expressed genes (DEG) in the absence of *C. flaccumfaciens*. Log2foldchange refers to comparisons between CSC-A with *C. flaccumfaciens* and CSC-A without *C. flaccumfaciens*. All gene expression levels for all samples are shown in Supplementary Table 3

Highly Regulated Genes Responding to Loss of *C. flaccumfaciens*			
Time Point	Locus_ID	Kegg Orthology Annotation	Log2FoldChange
24 h	KXIUOE_10170	3-oxoacid CoA-transferase subunit A [EC:2.8.3.5]	-4.45667
24 h	KXIUOE_10175	citrate lyase subunit beta / citryl-CoA lyase	-4.0291
24 h	KXIUOE_26600	ABC-2 type transport system permease protein	-3.63777
24 h	KXIUOE_09545	threonine dehydratase [EC:4.3.1.19]	-3.59961
24 h	KXIUOE_09560	NAD(P)H dehydrogenase (quinone) [EC:1.6.5.2]	-3.5381
48 h	HBOIFM_26945	small subunit ribosomal protein S14	4.910015
48 h	HBOIFM_27020	elongation factor Tu	4.668582
48 h	HBOIFM_01850	enolase 1/2/3 [EC:4.2.1.11]	4.136212
48 h	HBOIFM_26985	large subunit ribosomal protein L22	4.009114
48 h	KXIUOE_20195	single-strand DNA-binding protein	3.929714
48 h	HBOIFM_07195	phosphoenolpyruvate-protein phosphotransferase (PTS system enzyme I)	3.57345
48 h	HBOIFM_22750	peptide/nickel transport system ATP-binding protein	-4.74237
48 h	HBOIFM_06015	glucokinase	-4.77976
48 h	HBOIFM_01520	UDP-N-acetylglucosamine 2-epimerase (non-hydrolysing)	-4.81036
48 h	HBOIFM_04555	CAAX protease family protein	-4.814
48 h	KXIUOE_32995	DNA repair protein RecN (Recombination protein N)	-4.81987
48 h	HBOIFM_30080	putative transposase	-4.83498
48 h	KXIUOE_26600	ABC-2 type transport system permease protein	-4.84472
48 h	HBOIFM_03735	GTP 3’,8-cyclase [EC:4.1.99.22]	-4.88415
48 h	HBOIFM_21135	ribosomal protein S12 methylthiotransferase accessory factor	-5.19512
48 h	KXIUOE_07305	peptide-methionine (R)-S-oxide reductase	-5.44289
48 h	HBOIFM_02175	methyl-accepting chemotaxis protein	-5.60861

**Table 3:** Highly differentially expressed genes (DEG) in the absence of *R. qingshengii*. Log2foldchange refers to comparisons between CSC-A with *R. qingshengii* and CSC-A without *R. qingshengii*. All gene expression levels for all samples are shown in Supplementary Figure X

Highly Regulated Genes Responding to Loss of *R. qingshengii*			
Time Point	Locus_ID	Kegg Orthology Annotation	Log2FoldChange
24 h	HBOIFM_01930	carbonic anhydrase	17.51671
24 h	HBOIFM_01925	cyanate lyase	16.30717
24 h	HBOIFM_10890	regulatory protein spx	15.40686
24 h	HBOIFM_04790	thioredoxin	15.30231
24 h	HBOIFM_15415	dipeptidase D	14.88725
24 h	HBOIFM_02680	iron-sulfur cluster assembly protein	14.57988
24 h	HBOIFM_10570	N-acetylglucosamine malate deacetylase 2	14.46656
24 h	HBOIFM_25530	hydroxyethylthiazole kinase	14.3682
24 h	HBOIFM_05925	zinc transport system permease protein	14.36612
24 h	PGEDEG_04040	3-oxoacid CoA-transferase subunit B	-7.00343
24 h	PGEDEG_02340	DNA polymerase III subunit delta	-7.19443
24 h	PGEDEG_06485	ring-1,2-phenylacetyl-CoA epoxidase subunit PaaA	-7.27149
24 h	PGEDEG_02345	acetyl-CoA acyltransferase	-8.69249
24 h	PGEDEG_05120	ribosome hibernation promoting factor	-8.73803
24 h	PGEDEG_04310	small subunit ribosomal protein S15	-9.95552
48 h	HBOIFM_04235	argininosuccinate synthase	14.71323
48 h	HBOIFM_06655	bacilliredoxin	14.68865
48 h	HBOIFM_10890	regulatory protein spx	14.09783
48 h	HBOIFM_10295	zinc D-Ala-D-Ala carboxypeptidase	13.96936
48 h	HBOIFM_02155	quercetin 2,3-dioxygenase	13.66819
48 h	HBOIFM_01930	carbonic anhydrase	13.6558
48 h	HBOIFM_16165	foldase protein PrsA	13.64658

**Fig. 3:**
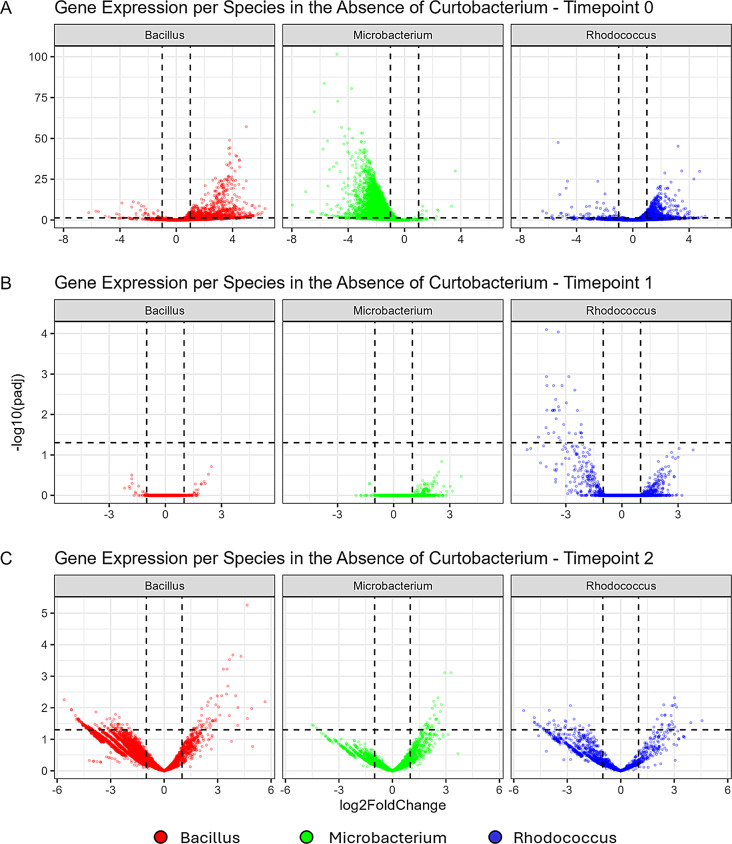
Differential gene expressions of species (*Bacillus toyonensis*,* Microbacterium spp*, and *Rhodococcus qingshengii*) in CSC-A with and without *Curtobacterium flaccumfaciens*. Volcano plot values were selected for a p-adj value of < 0.05, and logfold changes of > 3 and < − 3, then plotted throughout different time points (Timepoint 0 = 0 h (**A**), Timepoint 1 = 24 h (**B**), Timepoint 2 = 48 h (**C**))

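Without *R. qingshengii*, RNA of *B. toyonensis* took over the libraries in urea medium. It held 82.3% ± 4.09 (SD, n = 3) of the reads at 24 h against 0.747% ± 0.410 in complete CSC-A, and 73.5% ± 8.32 against 2.73% ± 2.16 at 48 h. *Microbacterium* held 1.03% ± 0.329 against 31.5% ± 17.3 at 24 h. In each of these comparisons the groups lay apart (exact two-sided permutation test, p = 0.1, the smallest possible). At 24 h 6273 of 13119 genes tested with limma were called, 6216 higher and 57 lower. Of them, 5537 were *B. toyonensis* genes and all of these were higher, with a median log2 fold change of 7.18 over the tested genes of the species. Against the complete libraries of the first experiment, *B. toyonensis* genes called higher came to 52.1% of that number. In *C. flaccumfaciens* 673 genes were higher and 1 lower (median log2 fold change 2.62), and in *Microbacterium* 6 were higher and 56 lower (68 and 4 against the complete libraries of the first experiment, 78 and 100 without complete replicate 3). The share of *C. flaccumfaciens* in the reads was 16.6% without *R. qingshengii* and 50.2% with it, with overlapping groups (exact two-sided permutation test, p = 0.4). At 48 h 8382 of 12893 genes were called, 5272 in *B. toyonensis* and 3101 in *C. flaccumfaciens*, all higher, with 8 higher and 1 lower in *Microbacterium*. Over both times 8914 distinct genes were called. With total reads in place of size factors *C. flaccumfaciens* turned at 24 h, with 69 genes higher and 306 lower (median -0.93), and *Microbacterium* had 0 higher and 3489 lower at 48 h, where 2207 genes of *B. toyonensis* and 852 of *C. flaccumfaciens* were higher; over all species 55.7% of the called genes at 24 h and 46.7% at 48 h were then higher, and with size factors computed within each species 2140 and 1669 genes were called, of which 30.1% and 36.1% were higher. In data simulated at the spread of the 48 h libraries, 0% of genes changed by 6 on the log2 scale were called. That simulation changed only 200 genes. The adjusted p depends on how many genes change, so the simulation does not give the recovery of a test that called 8382. With 1 library left out *C. flaccumfaciens* had 170 to 2270 called genes at 24 h and 827 to 3515 at 48 h. *B. toyonensis* then had 3233 to 5381 at 48 h, and the count at 48 h was 4064 to 8720. That count was 3215 against the complete libraries of the first experiment.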

Alternatively, when *R. qingshengii* was removed from CSC-A and the complete consortia was contrasted with the absence of *R.qingshengii*, we identified a total of 9,009 DEGs between the 24 and 48 h timepoints —more than ten times as many genes as was identified during the absence of *C. flaccumfaciens* (Table 1). 

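At 24 h without *R. qingshengii*, *B. toyonensis* genes for bicarbonate and thiol stress were higher, also relative to the rest of the species' own RNA. Carbonic anhydrase (HBOIFM_01930) rose from 0.815 ± 0.808 to 306000 ± 178700 normalized counts (SD, n = 3), a log2 fold change of 18.71 (standard error 1.66, adjusted p = 0.000515 from limma). Cyanate lyase (HBOIFM_01925), which uses bicarbonate to break down cyanate, had a log2 fold change of 17.75. With size factors computed within *B. toyonensis*, the log2 fold changes of this pair were 10.04 and 9.20. All 4 listed *B. toyonensis* genes of thiol and oxidative stress were higher, also adjusted over the list alone and within the species; the study chose these loci on these samples. They included the regulator spx (HBOIFM_10890) with 16.07, thioredoxin (HBOIFM_04790) with 16.40, bacilliredoxin (HBOIFM_06655) with 13.00 and an iron-sulfur cluster assembly protein (HBOIFM_02680) with 16.17. The zinc transport permease (HBOIFM_05925) rose from 0.207 ± 0.359 to 16340 ± 8326 normalized counts, with a log2 fold change of 6.75 within the species. Hydroxyethylthiazole kinase (HBOIFM_25530), a thiamine salvage enzyme, had 15.73. Dipeptidase D (HBOIFM_15415) had no read in complete CSC-A and was at least 23400-fold higher. The 10 listed *B. toyonensis* genes of ribosome and translation were also all higher, and 6 of them within the species. Of the 5537 genes called higher in *B. toyonensis*, 492 were called higher within the species, where 1317 *B. toyonensis* genes were called lower. Under that scaling the median log2 fold change of the species was -1.46, with 31.3% of genes above 0. Its size factors rested on the 1141 genes read in all 6 libraries. This offset lowers the first count and raises the second.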

Removing *R. qingshengii* resulted in strong upregulation of *B. toyonensis* genes coding for stress, regulatory and stabilizing responses, bicarbonate conversion and CA, kinases and other catalysts, and zinc transport proteins (Fig. 4; Table 3) at the 24-hour timepoint. Statistically significant downregulated DEGs here were all associated with *Microbacterium* (Locus ID prefix PGEDEG), coding for flagellar biosynthesis and locomotion, and protein synthesis inhibition genes. 

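Several *Microbacterium* genes of translation and of acid breakdown were lower at 24 h without *R. qingshengii*. Of the 3 listed *Microbacterium* genes of ribosome and translation, 2 were lower, also adjusted over the list alone and within the species, and 1 did not pass. Ribosomal protein S15 (PGEDEG_04310) fell from 177800 ± 155700 to 933 ± 484 normalized counts (SD, n = 3), a log2 fold change of -7.07 (standard error 1.13, adjusted p = 0.00288 from limma). The ribosome hibernation promoting factor (PGEDEG_05120), which idles ribosomes and so halts protein synthesis, had a log2 fold change of -5.04. Of 4 listed *Microbacterium* genes of acid and amino acid breakdown, 3 were lower, also adjusted over the list alone and within the species; the study chose these loci on these samples. Acetyl-CoA acyltransferase (PGEDEG_02345), an enzyme of fatty acid breakdown, had -5.20, the PaaA subunit of phenylacetyl-CoA epoxidase (PGEDEG_06485) -4.13 and 3-oxoacid CoA-transferase subunit B (PGEDEG_04040) -4.02. A subunit of DNA polymerase III (PGEDEG_02340) was also lower. None of the 3 listed *Microbacterium* flagellar genes passed the test. The flagellar motor switch protein (PGEDEG_07300) had 29.8 ± 7.23 and 32.3 ± 6.85 normalized counts, a log2 fold change of -0.07 (adjusted p = 0.929 from limma), the flagellar protein PGEDEG_07305 had 0.65 and the flagellar biosynthesis protein PGEDEG_07320 had 1.73 (adjusted p = 0.136). With total reads in place of size factors 2549 *Microbacterium* genes were called lower and 0 higher, among them PGEDEG_07300 with -3.75 (adjusted p = 0.00997 from limma), while PGEDEG_07305 had -2.92, short of the fold threshold. Against the complete libraries of the first experiment, none of the 6 lower genes named here was called: S15 and PGEDEG_04040 turned, to 0.81 and 0.38, and the other log2 fold changes were -1.07 to -1.80. Sample quality weights ended the call of PGEDEG_06485, PGEDEG_04040 and PGEDEG_02340, with -2.57, -1.89 and -2.07.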

At the 48-hour time point, significant DEGs all belonged to *B. toyonensis* and included thioredoxin genes, transcriptional regulators, and arginosuccinate synthase. 

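At 48 h without *R. qingshengii*, *B. toyonensis* genes of thiol protection, regulation and arginine synthesis were higher, with a spread between flasks as large as the means. Argininosuccinate synthase (HBOIFM_04235), which joins citrulline and aspartate in arginine synthesis, rose from 0.201 ± 0.349 to 7065 ± 8643 normalized counts (SD, n = 3), a log2 fold change of 14.23 (standard error 1.38, adjusted p = 0.00656 from limma). Bacilliredoxin (HBOIFM_06655) had 14.77, thioredoxin (HBOIFM_04790) 13.24 and the regulator spx (HBOIFM_10890) 14.71. The foldase PrsA (HBOIFM_16165), which folds exported proteins, had 14.85 and a zinc D-Ala-D-Ala carboxypeptidase (HBOIFM_10295), an enzyme of the cell wall, 14.75. Carbonic anhydrase (HBOIFM_01930) had 14.71 and cyanate lyase (HBOIFM_01925) 15.42. With size factors computed within the species these genes stayed higher, argininosuccinate synthase by 5.14 and bacilliredoxin by 5.24 on the log2 scale. The 2 listed *B. toyonensis* genes of nitrate reduction did not pass the test at 48 h (HBOIFM_17000 1.93, HBOIFM_17045 3.48), and within the species both were lower, by -7.86 and -6.88. The complete libraries of this time held between 11.8% and 97.1% *Microbacterium* reads. From the effect of this removal on gene expression, the paper goes on to examine *R. qingshengii* in the context of MICP.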

Given the significant impact of the removal of *R. qingshengii* from the CSC-A community on ensuing gene expression, we decided to further explore the role *R. qingshengii* in the context of MICP.

**Fig. 4:**
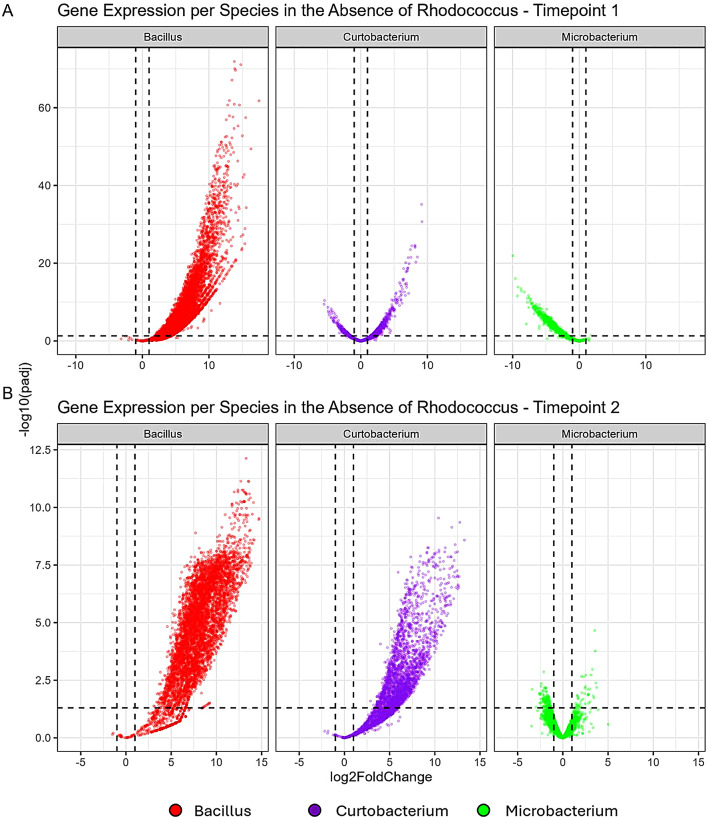
Differential gene expressions of species (*Bacillus toyonensis*, *Curtobacterium flaccumfaciens*, and *Microbacterium* spp.) in CSC-A with and without *Rhodococcus qingshengii*. Volcano plot values were selected for a p-adj value of < 0.05, and logfold changes of 3 and − 3, then plotted throughout different time points (Timepoint 1 = 24 h (**A**), Timepoint 2 = 48 h (**B**))

According to our functional trait potential predictions, at least one community member, *R. qingshengii* was capable of urea degradation via hydrolysis. This process and its ensuing precipitated product are likely to result in altered metabolic requirements for growth, due to the increased pH and resulting breakdown products over time. To better understand the effects of added urea to the functional output of CSC-A, we used the likelihood ratio test, paired with cluster analysis, to identify sets of co-expressed genes exhibiting significant changes in expression over 3 sampling points (0, 24 and 48 h) using meta-transcriptomics profiles from the complete CSC-A grown in either base B4 media or B4 with urea added (B4UZN). 

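For the time course, the complete libraries of the first experiment in B4 and in urea medium at 0, 24 and 48 h were fitted together, with 3 flasks in each group. The times of a medium were drawn from the same flasks, which the fit leaves out because flask numbers showed no clear pairing by correlation. With 3 flasks this cannot show that pairing is absent. With a flask block 3203 in place of 2086 genes were called from 0 h to 48 h in urea medium. In B4 they held 1842809 to 2052141 reads (median 2012508) at 0 h, 1486098 to 1991879 (median 1613821) at 24 h and 908589 to 1095915 (median 933782) at 48 h; in urea medium the 48 h libraries were the shallowest, and depths there are as given for the removal. The test was limma's F test, after voom weights, for a change over time that differed between the media, at an adjusted p under 0.05 with no fold threshold. Contrasts from the same fit gave the change from 0 h to 48 h in each medium. A gene of any of the 4 species was tested with at least 10 reads summed and at least 1 read expected in the shallowest library, which 7799 genes met. The second part of this filter was added after simulated data with the first part alone gave calls of unchanged genes (419 of 19221 in the time course, against 2 of 8507 with both parts), and after the counts under that filter had been seen; under it 10174 genes were called. Clusters of co-expressed genes and KEGG modules were not analysed here.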

We identified multiple clusters containing DE co-expressed genes from all community members and tested each for KEGG module enrichment. We identified 11 total clusters of significantly co-expressed genes, 6 of which contained a larger number of genes from specific KEGG modules than expected by chance (Fig. 5). 

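Between 0 h and 48 h gene expression of complete CSC-A changed differently in the 2 media. At 0 h the libraries already differed, with *B. toyonensis* at 29.0% of the reads in urea medium and 10.55% in B4. Changes over time differed between urea medium and B4 for 5348 of 7799 genes tested with limma. From 0 h to 48 h in urea medium 1285 genes rose and 801 fell (644 and 236 without urea replicate 3, 8793 and 1377 with every gene of at least 1 read, 1566 and 2386 on the deposited values), and in B4 1975 rose and 2587 fell (2407 and 1763 with size factors computed within each species, 3957 and 3491 with every gene of at least 1 read). Enolase of *B. toyonensis* (HBOIFM_01850), of glycolysis, rose in urea medium from 329 ± 28.2 to 7890 ± 7362 normalized counts (SD, n = 3; log2 fold change 4.18) and fell in B4 from 912 ± 114 to 68.5 ± 60.3 (-5.27). The difference between the media was 9.45 on the log2 scale for enolase and 6.25 for enzyme I of the phosphotransferase system (HBOIFM_07195). Ribosomal protein S15 of *Microbacterium* (PGEDEG_04310) rose in B4 by 5.68, with -2.28 in urea medium (adjusted p = 0.0639 from limma), and the ribosome hibernation promoting factor (PGEDEG_05120) rose in B4 by 5.73. All 9 tested *B. toyonensis* genes of ribosome and translation differed between the media, with higher values in urea medium at 48 h and lower values at 24 h (median log2 fold changes 4.16 and -6.66 for urea medium over B4); over the time course with size factors computed within the species, 3 were higher and 6 lower. At 24 h the 10 most read genes held 6.49%, 0.88% and 2.97% of the reads in urea medium. In B4 they held 11.01%, 14.23% and 10.23%. Whether the more even spread over genes in urea medium lowered the ribosomal values at 24 h was not tested. Among loci without a name in the tables used here, IHGJAF_05735 of *C. flaccumfaciens* rose in urea medium by 12.84 and KXIUOE_00065 of *R. qingshengii* rose in B4 by 14.04. KXIUOE_05490 fell in urea medium with a log2 fold change of -6.59 and IHGJAF_11665 in B4 with -9.41. By the difference in the change up to the last time in the fit, 3306 of the called genes were higher in urea medium and 2042 lower; with size factors computed within each species 1778 were higher and 2166 lower, without the 48 h libraries, an alternative chosen after seeing the data, 169 were higher and 3125 lower, and without the 0 h libraries, chosen likewise, 3000 and 546.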

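All 4 species contributed genes whose change over time differed between the media. *C. flaccumfaciens* had 1565 such genes (29.3%), *R. qingshengii* 1426 (26.7%), *B. toyonensis* 1324 (24.8%) and *Microbacterium* 1033 (19.3%), by limma. The genes tested in these species were 1605, 1932, 1952 and 2310, so the percentages also depend on which genes passed the filter. Species shares of RNA parted as well. *R. qingshengii* held 21.9% ± 1.41 (SD, n = 3) of the reads in urea medium at 0 h and 5.14% ± 0.048 at 48 h, but 14.1% ± 1.42 and 40.5% ± 2.42 in B4. *C. flaccumfaciens* held 26.0% ± 1.34 and 54.3% ± 4.63 in urea medium, and 41.1% ± 2.43 and 6.35% ± 0.128 in B4. For each of these pairs of times the groups lay apart (exact two-sided permutation test, p = 0.1, the smallest possible). That test takes the times as independent, though they were drawn from the same flasks. With size factors computed within each species, which leave out such shared changes, *B. toyonensis* had 1250 called genes, *Microbacterium* 987, *R. qingshengii* 910 and *C. flaccumfaciens* 797. With the filter first planned, 10 summed reads, *B. toyonensis* came first with 3646 genes (35.8%), before *C. flaccumfaciens* with 3007, *R. qingshengii* with 2305 and *Microbacterium* with 1216, and with total reads *Microbacterium* came first with 2146.

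**Figure D2:**
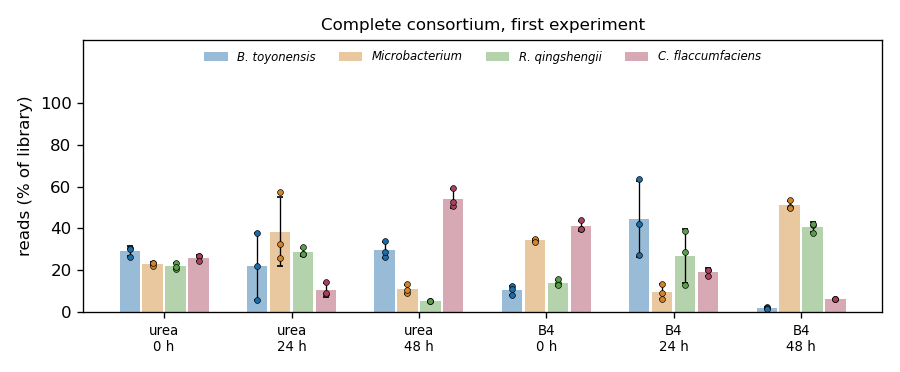
Share of reads of each species, in percent of a library, in complete CSC-A of the first experiment. Bars are means of 3 flasks, lines are SDs and points are single libraries. In urea medium *C. flaccumfaciens* held 54.3% of the reads at 48 h, and in B4 *Microbacterium* held 51.1%.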

48% (1518) of the DE genes came from *R. qingshengii*, followed by *C. flaccumfaciens* 1080 (35%), *Microbacterium* 342 (11%), and finally *B. toyonensis* 192 (6%). 

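More of the time-course genes of *R. qingshengii* fell than rose in urea medium, and more rose than fell in B4. Of its 1426 genes, 345 fell and 83 rose from 0 h to 48 h in urea medium, with a median log2 fold change of -0.92. In B4 710 rose and 270 fell, with a median of 1.22. In both media 175 fell, and 41 fell in urea medium and rose in B4. KXIUOE_05490 went from 1546 ± 172 to 7.47 ± 12.9 normalized counts (SD, n = 3) in urea medium. KXIUOE_10440 had no read at 0 h in B4 and was at least 3760-fold higher at 48 h. With size factors computed within *R. qingshengii*, which take out a change shared by its genes, 910 genes were called. Of these, 197 were higher and 134 lower in urea medium (median 0.54), and in B4 481 were higher and 210 lower. Over all tested genes of the species 141 rose and 367 fell in urea medium; this turned to 316 higher and 126 lower with the media of the complete 0 h libraries exchanged, an alternative chosen after seeing the data, and to 2716 and 644 with every gene of at least 1 read. Tests of the change in one medium and not in the other do not show a difference by themselves; the difference was tested by the interaction.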

Clusters 2 (128 genes), 9 (139 genes), and 12 (57 genes) decrease in expression over sampling points, are dominated by *R. qingshengii* genes (77%), contain amino acid metabolism modules (such as methionine salvage, de novo purine biosynthesis from glutamine), in addition to decreased expression of meromycolic acid biosynthesis and central metabolism modules such as the Calvin and Citrate cycles. Clusters 4 and 5 contained 175 genes which increased inexpression after 48 h in B4UZN media but decreased expression in control B4 media at this same timepoint. These groups contained mostly *C. flaccumfaciens* genes related to amino acid metabolism that overlapped with cluster 1’s energy modules, such as the pentose phosphate pathway and gluconeogenesis. 

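Genes that rose in urea medium and fell in B4 from 0 h to 48 h were found in *C. flaccumfaciens* and *B. toyonensis*. There were 286 in *C. flaccumfaciens*, 71 in *B. toyonensis*, 9 in *Microbacterium* and 1 in *R. qingshengii*, each past an adjusted p of 0.05 from limma in both media. The locus IHGJAF_05735 of *C. flaccumfaciens* went from 0.289 ± 0.501 to 4589 ± 1677 normalized counts (SD, n = 3) in urea medium. IHGJAF_11665 went from 2905 ± 348 to 5.12 ± 3.62 in B4. With size factors computed within each species, 14 genes of *C. flaccumfaciens*, 25 of *B. toyonensis*, 24 of *Microbacterium* and 11 of *R. qingshengii* took this course.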

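*C. flaccumfaciens* had more time-course genes rising than falling in urea medium, and the reverse in B4. Of its 1565 genes, 574 rose and 130 fell in urea medium (median log2 fold change 1.02), while 132 rose and 1108 fell in B4 (median -2.73). The lower quartile and upper quartile were -0.69 and 2.96 in urea medium and -4.00 and -1.07 in B4. With size factors computed within *C. flaccumfaciens* 797 genes were called. Of these, 243 were higher and 276 lower in urea medium (median -0.39), and 256 were higher and 203 lower in B4 (median 0). This scaling takes out a change shared by the genes of a species, so it largely removes a common direction by construction. With every library thinned to the depth of the shallowest, the median difference between the media over the called genes kept at least 83.6% of its size in this species and in *R. qingshengii*. These genes were chosen by their call in the same data. Over all tested genes, a wider set after thinning, the medians shrank more in both species.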

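Genes of nitrate reduction in *B. toyonensis* and *Microbacterium*, the first step of denitrification, moved differently in the 2 media. Of 6 genes listed for nitrate reduction 4 had enough reads to be tested, and the change over time differed between urea medium and B4 for 3 of them (4 adjusted over the list alone); the study chose these loci on these samples. The difference between the media was 12.96 on the log2 scale (standard error 2.71, adjusted p = 0.00172 from limma's F test) for the beta subunit of *B. toyonensis* nitrate reductase (HBOIFM_17045) and 11.63 for its nitrate/nitrite transporter (HBOIFM_17000). It was 7.02 (adjusted p = 0.0161 from limma) for the beta subunit of *Microbacterium* (PGEDEG_14830) and 4.60 (adjusted p = 0.0648) for the transporter PGEDEG_14845. With the media of the complete 0 h libraries exchanged, an alternative chosen after seeing the data, the difference at 48 h was -1.47 for HBOIFM_17045 and -0.29 for PGEDEG_14830, while the F test over all times still passed for both (adjusted p = 9.85e-05 and 0.00101 from limma). No locus of the other species is listed under this name in the tables used here.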

Finally, cluster 11 contained 23 genes split relatively equally among community members related to the denitrification KEGG module that converts nitrate to nitrogen. This group exhibited no change in expression during growth in urea, but significantly decreases over time in control media.

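The beta subunit of nitrate reductase fell over time in B4 in both species. It went from 105 ± 10.4 to 0.625 ± 1.08 normalized counts (SD, n = 3) in *B. toyonensis* (HBOIFM_17045; log2 fold change -6.87, adjusted p = 0.00225 from limma) and from 185 ± 1.89 to 6.54 ± 1.74 in *Microbacterium* (PGEDEG_14830; -4.73, adjusted p = 0.00495). The *B. toyonensis* transporter (HBOIFM_17000) fell with -5.87, and PGEDEG_14845 had -2.86 (adjusted p = 0.053 from limma). In urea medium HBOIFM_17045 rose from 0.579 ± 1.00 to 43.3 ± 36.0 (log2 fold change 6.09, adjusted p = 0.0451 from limma), on 2 reads summed over the flasks at 0 h and 6 at 48 h. HBOIFM_17000 did not pass in urea medium (adjusted p = 0.0751 from limma), nor did PGEDEG_14830 with 2.28 (adjusted p = 0.283). With the media of the complete 0 h libraries exchanged, an alternative chosen after seeing the data, HBOIFM_17045 had -1.12 in urea medium and 0.34 in B4, and PGEDEG_14830 -1.37 and -1.08, none past the threshold. The paper's statement on denitrification is about the genes of cluster 11, and whether these loci belong to it is not in the tables used here.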

**Fig. 5:**
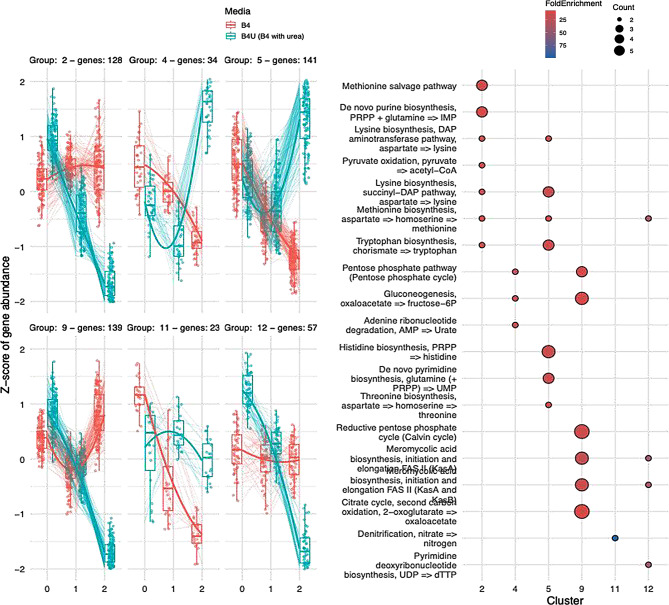
Cluster analysis of temporally co-expressed genes during growth in urea. Left: each group represents a set of co-expressed genes across three timepoints. Bold lines across time points are general additive model fits for each group across time: 0: Inoculation, 1: 24 h timepoint, and 2: 48 h timepoint. Right: Dot-plot indicating significant KEGG module set-overrepresentation for each cluster. Dot size indicates the number of genes within the gene group that belong to each module, and color indicates the enrichment value

### Taxa specific metabolomics identifies differences between community and individual metabolome profiles

We identified metabolites that were potentially consumed, precipitated, and exchanged between members of the CSC-A consortium when grown in B4UZN media. To assess this, we made use of an individual-and-shared-reservoir experimental set up where single species cultures were inoculated into individual wells, the bottoms of which were made of a semi-permeable membrane rather than plastic. Wells are then connected to each other through a shared reservoir at the bottom of the plate, allowing for metabolite and nutrient transfer while maintaining segregation of species. Metabolite samples from individual wells, when compared to the uninoculated control media, helps compile metabolic profiles for each individual species. Profiles were also compared to the shared reservoir to determine species-specific enrichment or depletion of individual metabolites.

Principal Component Analyses comparing individual profiles to those of uninoculated control media and the shared well (Fig. 6A) indicated a significant change in metabolite composition during community growth, with the first principal component explaining 79% of the variation in the top 500 most variable metabolites. When removing the uninoculated control media from assessment, metabolic profiles from *C. flaccumfaciens* were located closest to the shared reservoir samples, followed by *R. qingshengii* and *Microbacterium* (Fig. 6B). Along the first and second principal components, *B. toyonensis* contributed the only set of profiles which were distinctly separate from the shared reservoir samples.

**Fig. 6:**
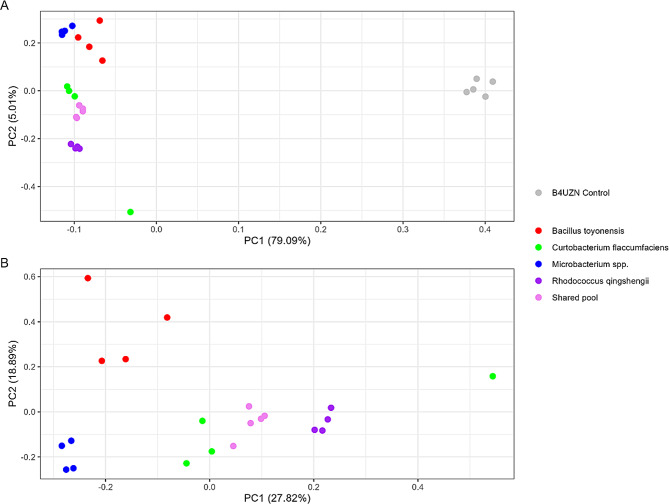
Principle Component Analysis (PCA) plot illustrating metabolite expression between CSC-A members with B4UZN control media (**A**), and without control B4UZN media (**B**) for contrast. The stark difference in variance between the control group (**A**) to other metabolite expressions (CSC-A species and shared pool) suggests a strong distinction between metabolite samples from the control group and all other groups

The top eight significantly enriched metabolites (when contrasted to a media control of B4UZN) in the shared reservoir after a five-day growth period were Camphor-10-sulfonic acid, N-(5-acetamidopentyl) acetamide, indole-3-lactic acid, 1,3-Cyclohexanedicarboxylic acid, 4-Hydroxy-6-methyl-2-pyrone, 3,5-Dichlorosalicylic acid, 4-Hydroxyphenyllactic acid, and monobutyl phthalate—most of which are likely metabolic byproducts. The top eight metabolites significantly depleted were sn-Glycero-3-phosphocholine, nicotinamide, val-thr, val-val, d-xylose, 2,3-Naphthalenedicarboxylic acid, L-Asparagine, and arginine—many of which are amino acids or amino acid dipeptides involved in the biosynthesis of proteins or organic compounds. These likely represent the metabolites that CSC-A is producing or consuming, respectively, at the community level.

We next tested for enrichment and depletion of metabolic byproducts at the single species level by comparing metabolites in wells containing a single species to the shared reservoir or the uninoculated control media (Table 4; Fig. 7). Ubiquitous across most species-specific metabolite profiles was as the depletion of sn-Glycero-3-phosphocholine and D-(+)-Trehalose, and the enrichment of 4-Hydroxy-6-methyl-2-pyrone. Though *B. toyonensis* was the producer of most of these differentially enriched metabolites, the metabolites with the highest enrichment-Camphor-10-sulfonic acid (Log2Fold = 5.156) and 2,3-Naphthalenedicarboxylic acid (Log2Fold = 5.012) were associated with *Microbacterium*. *R. qingshengshii* wells had the highest depletion of the metabolite sn-Glycero-3-phosphocholine (Log2Fold = -5.194). While there were significant differences in enrichment between individual wells and the shared reservoir, differences were lower in magnitude than what was observed versus the uninoculated control sample; the highest enriched metabolite was the dipeptide Ile-Leu (Log2Fold = 1.805) during growth of *B. toyonensis*, and the most depleted was the demethylation byproduct and biosynthetic precursor S-Adenosyl-homocysteine (Log2Fold = -2.349) in the *Microbacterium* well. Of the 10 metabolites with the strongest enrichment across the community, 8 were within the organic acids and derivatives KEGG superclass, while 5 of the top 8 depleted metabolites belonged to the nucleosides, nucleotides, and analogues superclass, indicative of categorical DE of metabolite classes. All detected metabolites in each well are shown in Table S5.

**Table 4:** Top 5 metabolites enriched or depleted for each community member by comparison. Two comparisons were conducted: “Control”, which compares the individual well to the individual well without any bacterial culture present, and “shared” which compares the individual well to the shared reservoir

Metabolites Consumed or Produced by CSC-A Members					
Species	Contrast	Production	Metabolites	Log2Fold	*p*-adj
*B. toyonensis*	Control	Enriched	4-Hydroxy-6-methyl-2-pyrone.1	4.435	0.000
			4-Hydroxyphenyllactic acid	3.605	0.000
			3,5-Dichlorosalicylic acid	3.542	0.006
			4-Hydroxy-6-methyl-2-pyrone	3.214	0.000
			trans-Traumatic acid	2.882	0.000
		Depleted	sn-Glycero-3-phosphocholine	-4.953	0.000
			S-Adenosyl-homocysteine	-4.135	0.000
			D-(+)-Trehalose	-4.131	0.000
			2,3-Naphthalenedicarboxylic acid	-3.843	0.000
			Nicotinamide	-3.826	0.000
	Shared	Enriched	Ile-Leu	1.805	0.049
			Phe-Val	1.498	0.043
			Leu-Tyr	1.239	0.043
		Depleted	S-Adenosyl-homocysteine	-2.151	0.008
			D-(+)-Trehalose	-1.343	0.000
			Inosine	-1.136	0.049
*Microbacterium*	Control	Enriched	(.+/-.)-Camphor-10-sulfonic acid	5.156	0.000
			DL-Indole-3-lactic acid	5.012	0.008
			1,3-Cyclohexanedicarboxylic acid	4.567	0.002
			4-Hydroxy-6-methyl-2-pyrone.1	4.454	0.000
			2-((7-acetamido-1,2,3-trimethoxy-9-oxo-5,6,7,9-tetrahydrobenzo[a]heptalen-10-yl)amino)-N-(2,4-dimethoxyphenyl)-4-(methylthio)butanamide	4.168	0.000
		Depleted	sn-Glycero-3-phosphocholine	-5.023	0.000
			2,3-Naphthalenedicarboxylic acid	-4.549	0.000
			S-Adenosyl-homocysteine	-4.333	0.000
			D-(+)-Trehalose	-4.084	0.000
			Nicotinamide	-4.076	0.000
	Shared	Enriched	Urocanic acid	1.598	0.003
		Depleted	S-Adenosyl-homocysteine	-2.349	0.004
			Cytosine	-1.910	0.000
			Cytarabine	-1.850	0.000
			Crotonoside	-1.720	0.015
			2-O-Methyladenosine	-1.514	0.029
*R. qingshengii*	Control	Enriched	1,3-Cyclohexanedicarboxylic acid	4.533	0.000
			4-Hydroxy-6-methyl-2-pyrone.1	4.409	0.000
			2-Hydroxy-4-methylpentanoic acid	4.233	0.000
			2-((7-acetamido-1,2,3-trimethoxy-9-oxo-5,6,7,9-tetrahydrobenzo[a]heptalen-10-yl)amino)-N-(2,4-dimethoxyphenyl)-4-(methylthio)butanamide	4.200	0.000
			4-Hydroxyphenyllactic acid	3.636	0.006
		Depleted	sn-Glycero-3-phosphocholine	-5.194	0.000
			Nicotinamide	-4.246	0.000
			D-(+)-Trehalose	-3.871	0.000
			Val-Val	-3.448	0.000
			Val-Thr	-3.389	0.000
	Shared	Enriched	Crotonoside	1.009	0.013
		Depleted	3-Octanol	-1.120	0.007
			D-(+)-Trehalose	-1.084	0.000
*C. flaccumfaciens*	Control	Enriched	4-Hydroxy-6-methyl-2-pyrone.1	4.385	0.008
			2-((7-acetamido-1,2,3-trimethoxy-9-oxo-5,6,7,9-tetrahydrobenzo[a]heptalen-10-yl)amino)-N-(2,4-dimethoxyphenyl)-4-(methylthio)butanamide	4.205	0.003
			3,5-Dichlorosalicylic acid	3.486	0.009
			Monobutyl phthalate	3.228	0.009
			4-Hydroxy-6-methyl-2-pyrone	3.172	0.000
		Depleted	sn-Glycero-3-phosphocholine	-5.141	0.000
			Nicotinamide	-4.379	0.000
			Val-Val	-3.386	0.000
			D-Xylose	-3.239	0.000
			Val-Thr	-3.127	0.000

**Fig. 7:**
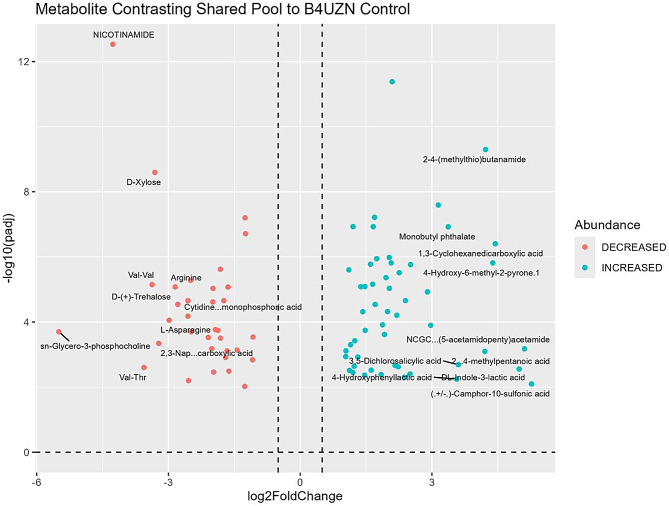
Volcano plot of metabolite expression when contrasting metabolites from the shared pool to those in the control B4UZN media

### CSC-A members utilize distinct methods for metabolizing urea degradation byproducts and mitigating stress, driven by *R. qingshingii* and *B. toyonensis*

Once we identified changes in gene expression and metabolite profiles during growth in urea-rich environments, we integrated our results to identify functional enrichment with multiple forms of evidence. For each species, we searched the KEGG reactome for reactions with at least one differentially enriched orthologous gene and one differentially enriched metabolite. These results were cross-referenced with the results of an expression-based KEGG pathway gene set enrichment analysis (GSEA) (Table S6). We identified 29 reactions supported by both transcriptomic and metabolomic data from *R. qingshengii*, 26 for *B. toyonensis*, 16 for *Microbacterium*, and 2 for *C. flaccumfaciens* (Table S7). *R. qingshengii*,* B. toyonensis*, and *Microbacterium* all shared decreased expressions of the succinate: quinone oxidoreductase reaction of the TCA cycle, leading to increased succinate.

In *R. qingshengii*, we observed 19 differentially expressed KEGG pathways via GSEA. The ABC transporters pathway exhibited positive enrichment (Table S6), with strong upregulation of the K11962, K11960, and K11961 orthologs coding for multiple subunits of the urea transport system, as well as the sulfur metabolism pathway, though no reactions with paired metabolite data were associated with this pathway. *R. qingshengii* also possessed the largest set of reactions with both transcriptomic and metabolic evidence, with multiple examples of nitrogen metabolism-related reactions acting on the major hub molecule L-glutamine, which was depleted during *R. qingshengii* growth in urea (Table S7). This resulted in significant repression of multiple glutamine-associated KEGG pathways such as the TCA cycle (ko00020) Biosynthesis of amino acids (ko01230), and Glyoxylate metabolism (ko01100). We observed upregulation of the dTDP-4-amino-4,6-dideoxy-D-galactose:2-oxoglutarate aminotransferase involved in producing nitrogen containing cell membrane components, and downregulation of multiple other reactions with glutamate as a reactant, such as (2 S)-2-amino-4-deoxychorismate: L-glutamate aminotransferase, which produces glutamine and chorismate from glutamate and (2 S)-2-amino-4-deoxychorismate. We also identified upregulation of 3-xanthine-dehydrogenase enzyme subunits mapping to the KEGG orthologies for *yagRST*, which bi-directionally converts xanthine to uric acid and xanthine to hypoxanthine alongside increased xanthine and hypoxanthine abundance during growth in urea. Similarly, GSEA analysis of *B. toyonensis* expression identified downregulation in the glyoxylate and dicarboxylate, and 2-oxocarboxylic acid metabolism KEGG pathways, which mapped to multiple related reactions with expression and metabolomic evidence. Of the 23 pathways differentially enriched in *B. toyonensis*, all were downregulated.

GSEA of *Microbacterium* expression identified 12 KEGG pathways, including enrichment of the two-component system pathway, increasing expression of regulator genes responsive to hypoxia and redox stress. *Microbacterium* also produced multiple reactions related to glutamate metabolism. These reactions include a decreased expression of the L-glutamate: ammonia ligase (ADP-forming) reaction which incorporates ammonia into glutamate, and increased expression of multiple transaminase reactions resulting in a depletion of the L-glutamine metabolite (Table S7). *C. flaccumfaciens* only yielded 2 reactions: decreased D-Xylose driven by the conversion of D-Xylose to D-Xylulose, and decreased expression of the proline utilization regulon repressor driving increased levels of proline. The only pathway enrichment detected for *C. flaccumfaciens* was significant depletion of the ABC transporter pathway.

After the analysis of each individual CSC-A member, we projected the entire set of community reactions as a DE metabolite-reaction network during growth under urea-rich conditions (Fig. 8). Two or more community members contributed to 4 subnetworks of the KEGG reaction network. Decreasing Phenylpyruvate (C00166) and increasing Succinate (C00042) compounds exhibited the largest network degree (10) and associated set of reactions, with a set or reactions shared among *R. qingshengii*, *B. toyonensis*, and *Microbacterium* connecting Succinate to Fumarate. L-Phenylalanine (C00079) and L-Glutamate (C00025) and a large set of reactions both decreased during growth in urea. Reactions and compounds associated with these subnetworks belonged to 23 amino acid, cofactor and vitamin, and carbohydrate metabolism KEGG pathways. Multiple amino acids such as L-proline (C00148), L-Cysteine (C00506), and Glycine (C00037) were all increased during growth in urea, though had low connectivity in the network. Due to the fact that we found succinate to be a major node in the network we next tested whether adding additional succinate to B4UZN media might increase the amount of CaCO3 precipitation. We also tested whether additional arginine may have an effect as we found it to be differentially abundant in our metabolomics analysis and arginine related pathways were found in our network. We found that the addition of arginine did lead to a 2.4-fold increase in carbonate production but this was only significant at one out of three tested timepoints (48 h after the start of the experiment) (Fig. 9). Succinate addition led to significantly increased carbonate production at both 48 (2.4-fold) and 72 h (1.48-fold) after the start of the experiment. This finding is a key link between our modeling data and laboratory production of CaCO_3_, showing that altering how we cultivate CSC-A based on model outputs can further enhance phenotypes of interest, increasing our ability to predict and control them.

**Fig. 8:**
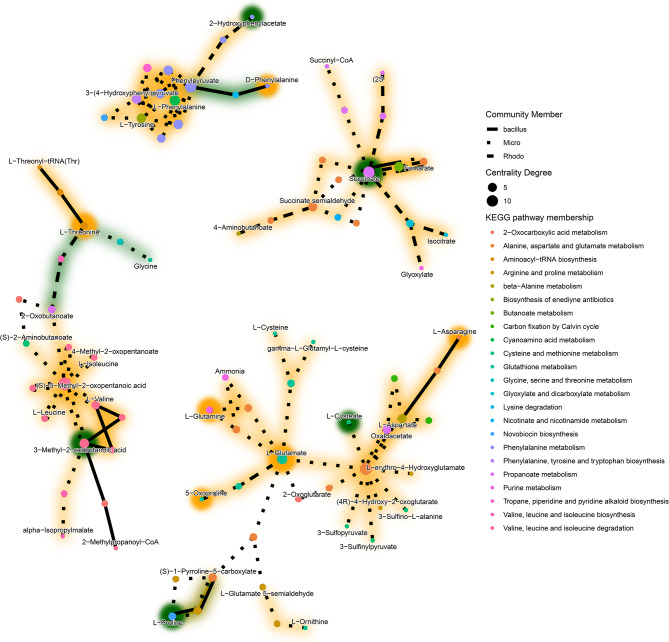
Community metabolite-reaction network of the dual evidence CSC-A reactome. Nodes represent KEGG compounds and edges represent KEGG reactions with a DE metabolite and at least one DE KEGG ortholog expression. Glow signifies DE, with green being enriched and orange being depleted. Node size indicates network degree. Nodes are colored by the KEGG pathway they are associated with and edge line type corresponds to the individual community member the evidence comes from

**Fig. 9:**
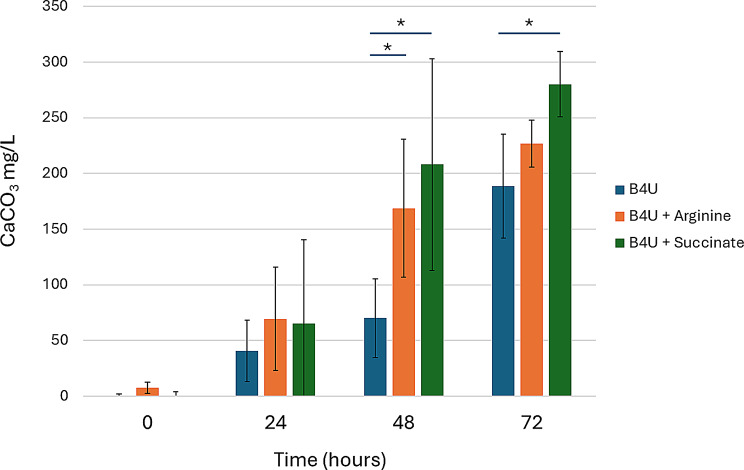
CaCO_3_ production with succinate or arginine added. Amount of CaCO_3_ is shown on the y-axis with time on the x-axis. Bars indicate growth of CSC-A in B4UZN media (blue), B4UZN media with arginine (orange) or B4UZN media with succinate (green). Error bars indicate standard deviation and a ‘*’ indicates a p-value of less than 0.05 compared to control media

## Discussion

Our study is an exploration of the synergistic metabolic exchange potentially influencing carbonate precipitation. We observed limited metabolic activity of one member (*C. flaccumfaciens*) consistent with an antagonistic interaction such as amensalism. Since CSC-A *C. flaccumfaciens* also contains the genetic components required for urea amidolyase-mediated urea degradation, it is possible *R. qingshengii* and *C. flaccumfaciens* are competing for urea. Less is known about the metabolic impacts of urea amidolyase in bacteria, which has been better characterized in fungi [36, 37]. However, the lack of an identified urea transporter in *C. flaccumfaciens* suggests that unless a cryptic transporter is present, urea must passively diffuse across the cell membrane. This is likely to occur slowly given the highly polar nature of urea, potentially limiting the impact of the urea amidolyase system on environmental levels of urea. This suggests that competition may drive most community dynamics in our experiments. More work is needed to fully distinguish the individual effects of both factors in urea degradation and community growth in CSC-A.

Our results here show that, even within a very small consortium, most species will sequester themselves into discrete niches with different roles in driving an overall community phenotype, here CaCO_3_ production. We found this to be the case for *R. qingshengii*, *B. toyonensis*, and *Microbacterium* during growth in urea but this observation is juxtaposed with *C. flaccumfaciens*, which had the lowest number of DEGs, a small impact on the community transcriptome, and a metabolome most like the shared reservoir. The relative sparsity of *C. flaccumfaciens* reactions mapped back to the transcriptome and metabolome also corroborates this. The life history trait analysis identified *C. flaccumfaciens* as having the longest MGT and highest OGT, which suggests that it may be outcompeted by faster growing community members whose OGT is more optimized for the temperature of lab experiments. *C. flaccumfaciens* are a widespread and “cosmopolitan” taxon, with large genomic potential for carbohydrate degradation, which we observe in our life history analysis [38]. *C. flaccumfaciens’* specialization in complex carbohydrate degradation may not be well optimized for in vitro lab experimentation with pre-digested, complete growth media. There was some evidence of increased co-expression of multiple sets of *C. flaccumfaciens* genes related to amino acid and central metabolism, potentially indicating the end of lag phase starting to occur at the 48-hour timepoint. Future studies in minimal media supplemented with complex carbohydrates, such as cellulose or chitin as they are naturally occurring sources in adjacent soil environments, could tease out environmental scenarios optimal for *C. flaccumfaciens* growth in CSC-A. Our prior work showed that, despite this species having little observable role in the phenotype of interest, there is no increase in CaCO_3_ production without *C. flaccumfaciens*. In fact, carbonate production levels drop. The observations in this study (lack of a clear role of *C. flaccumfaciens* in our multi-omic analysis) and our prior study speaks to the inclusion of species in a designed consortia even if they do not obviously contribute to the phenotype of interest. *C. flaccumfaciens* may become a more keystone member under alternative, more complex, carbon sources. Therefore, to design a consortium that may function under the widest range of conditions inclusion of additional species with non-overlapping potential is key, in CSC-A there is no negative effect seen with these additional member and potentially much larger gains.

Though the removal of *C. flaccumfaciens* seemed to minimally shift the functional niches of CSC-A members, we expect a more significant impact on the consortia in the absence of *R.qingshengii*. *R. qingshengii* was the only consortia member predicated to be capable of degrading and transporting urea inside the cell, so we expect it to act as a keystone species during growth in urea. As anticipated, the absence of *R. qingshengii* resulted in far more metabolic DEGs than removing *C. flaccumfasciencs*; a collective 9,009 DE versus 885, respectively. Unlike in the absence of *C. flaccumfaciens*, the number of DEGs increased at the 48-hour timepoint. This suggests a sustained metabolic effect on CSC-A, further supporting the hypothesis of niche reorganization occurring to compensate for the absence of *R. qingshengii*. This is also supported by the functions of some of the most upregulated genes in *B. toyonensis* in response to loss of *R. qingshengii*, such as CA and cyanate lyase, which we previously mentioned are alternative methods for precipitating calcium carbonate and producing ammonia [6, 12, 14]. While the possibility that these MICP-central enzymes are being activated was not explored in this experiment, upregulation of these enzyme-coding genes reinforces recent research efforts emphasizing their utilitarian potentials for enhancing MICP.

Another note of interest in the absence of *R. qingshengii* is the high expression of arginosuccinate synthase genes from *B. toyonensis.* When the full consortia was grown in urea-rich conditions, some arginine related reactions were favored—but the expression of arginosuccinate synthase genes is unique to conditions in the absence of *R. qingshengii*. These pathways may also be a factor in our observation that addition of succinate or arginine leads to increased CaCO3 production (at certain timepoints). Removal of *R. qingshengii* also resulted in significantly reduced expression of flagellar biosynthesis and protein synthesis genes from *Microbacterium.* This information suggests that in the absence of the CSC-A’s strongest urea degrading member, *B. toyonensis*’s ecological niche expands, taking over nitrogen metabolism and MICP activities, potentially at the cost of restructured arginine metabolism and *Microbacterium* metabolic activity. This expansion from realized niche breadth to fundamental niche breadth has also been observed in soil environments during lower biotic pressure [39]. However, it should be noted that without *R. qingshengii* there is little CaCO_3_ production so while *B. toyonensis* may move into this role CSC-A still loses its main phenotype of interest, a clear example that multi-omic analysis of how a community responds to changes in member abundance can sometimes be a poor predictor of community outcomes.

Aside from urea, other studies have determined that Ca^2+^ and dissolved organic carbon concentrations, environmental pH, and the availability of nucleation sites were all key factors influencing MICP [40]. *C. flaccumfaciens* and *Microbacterium* were both predicted to hold the largest complements of inorganic transport genes, which are important for regulating the concentration of Ca^2+^ in the cell at low levels while allowing for survival in high Ca^2+^ environments where MICP is likely to occur [1, 41–43]. Multiple reports suggest that Ca^2+^ transport is linked to active MICP, either by playing a significant role in mineralization or by promoting a localized increase in pH due to proton uptake, thus creating microenvironments conducive to MICP. Surprisingly, GSEA analysis of the transcriptome identifies significant repression of the Ca^2+^ pathway in *C. flaccumfaciens*, with simultaneous enrichment in *R. qingshengii*, a member not initially predicted to have as many complements to inorganic transport genes. This suggests that *R. qingshengii* may be adapting to the role in place of *C. flaccumfaciens*, influencing Ca^2+^ regulation. Thus, we hypothesize that certain members within the consortium are adapting to providing for Ca^2+^ regulation [42, 43].

MICP is a process underpinned by a complex network of interconnected gene expression and metabolite usages within a genetically diverse soil microbial consortium. We found that integrating the meta-transcriptomics and metabolomics data gave the most comprehensive view of metabolic integration during CSC-A growth in urea. The identified reactions confirm our prediction that metabolic flux through members of the community span multiple KEGG pathways and ecological niches—excluding *C. flaccumfaciens*, which had relatively metabolic response during CSC-A growth. *R. qingshengii* and *B. toyonensis* had large reaction sets, indicative of their important roles during urea degradation in CSC-A. Glutamate was central to one of the largest subnetworks of reactions, and cross-pathway glutamate metabolism were identified as highly modulated during growth in urea. Substantial evidence for metabolic activity in this glutamate subnetwork was contributed by *R. qingshengii*, *Microbacterium*, and *B. toyonensis*. *Microbacterium* showed increased expression of multiple aminotransferase reactions acting on or with glutamate, while *R. qingshengii* and *B. toyonensis* exhibited more heterogeneous expression of glutamate reactions. The temporal co-regulation analysis identified a group of genes largely from *R. qingshengii* with decreased expression of the de novo purine biosynthesis KEGG module which converts glutamine to IMP. This indicates that the metabolic activity involved in the glutamate network occurs mostly in the initial growth periods, when urea and the availability of other resources throughout the community are highest. This phenotype is particularly interesting given *Microbacterium* is not the primary urea degrader, nor is it capable of bicarbonate production via CA, so it should be expected to play a relatively small role in urea degradation. Though we did not see evidence of conversion of asparagine into ammonia for nitrogen, glutamine is the major, well-documented source of nitrogen for *Mycobacterium*, another Actinomycete, for tolerating pH induced stress [44]. Both glutamine and nitrogen molecules were depleted after growth, indicating that the ammonia created by MICP may not be available to *Microbacterium.* Other Actinomycetes have been shown to remodel TCA cycle metabolism in hypoxic environments, resulting in increased succinate and membrane potential [45], though we only find evidence of increased succinate in *R. qingshengii* profiles. Given the downregulation seen in Ile-Leu, Val-Thr, and other branched chain amino acids, it is likely that these mechanisms for reducing stress are taking place. *R qingshengii* uses a different set of reactions relating to glutamate and we find evidence of significant DE in oxoglutarate metabolism in the multi-evidence reaction network, primarily decreased in *R. qingshengii* and *B. toyonensis* and increased in *Microbacterium*. Thus, we find clear evidence of amino acids and other N containing compounds as well as glutamate is a hub compound for urea degradation in CSC-A, albeit through a complex, multi-pathway metabolic network.

We also found succinate to be an important node in the network, supported by multi-omic evidence across three species: *Microbacterium*,* B. toyonensis*, and *R. qingshengii.* The addition of this metabolite to B4UZN media led to significantly enhanced CaCO_3_ production. This represents a key link between our modeling work (based on multi-omic analysis) and the direct prediction and control of a phenotype of interest (carbonate production). Previous work linked growth on calcium succinate to altered TCA cycle flux, bypassing decarboxylation steps and reducing conventional metabolic CO_2_ [46] while still meeting energetic needs. In this scenario, MICP becomes dependent on CA to compensate, and indeed our results indicate CA is not only widespread among CSC-A members but is one of the largest positively DE genes upon community perturbation. CA acts as an efficient catalyst, increasing CO_2_ fixing by a factor of 10^6^ [47]. The resulting increase in HCO_3_^−^ likely increases carbonate alkalinity, promoting CaCO₃ supersaturation and precipitation [14]. CA mediated calcium carbonate precipitation occurs via a biochemically distinct pathway, independent of substrates; thus CSC-A has the ecological potential for functional synergism in complex environments external to our study. Further work is needed to determine the role of the other hub metabolites or reactions, as well as the impact of antagonism or competition between species, but this support of model predictions suggests that other modifications of the CSC-A growth environment, suggested by our network, could lead to further improvements in CaCO_3_ production.

This study, while comprehensive in an assessment of community level changes during urea degradation, did not thoroughly perturb or interrogate the community structure. This means we have not observed the effect of removing *B. toyonensis* or *Microbacterium* on community metabolic function. With the removal of *R. qingshengii*,* B. toyonensis* produced the largest change in transcription, suggesting it could overlap metabolically with much of the niche space that *R. qingshengii* currently utilizes. More phenotypic and genomic analysis is required to characterize the potentially novel *Microbacterium.* Depletion of amino acids, as was seen after growth in urea, has been suggested as a community strategy to modulate nitrogen metabolism to prevent competitors from accessing easy nitrogen sources [48]. This could be negatively impacting community MICP and growth in urea. Further work engineering the bacterial nitrogen regulatory system to reduce the ability to switch between nitrogen sources is needed. Finally, a more thorough exploration of metabolic potential could be conducted by more phenotypic testing, such as carbon source growth assays or computational modeling techniques such as genome scale modeling, to gain a better understanding of how community dynamics and competition result in growth and production of metabolites. The purpose of this study was to characterize the genetic, metabolic, and functional potential of a previously identified community of organisms capable of using urease mechanisms to generate calcium carbonate. A logical next step would be the exploration of how this work could be applied to in situ calcium carbonate precipitation. Natural soil microbiomes contain many more species and potential interactions than we use here but each of the species that are a part of CSC-A are also found in the soil of Davis, CA. To promote in situ calcite formation at this site we could directly apply CSC-A to the soil as an amendment strategy. This could be done in conjunction with urea application in the form of fertilizer which may have a two-fold benefit: excess nitrogen from urea is converted into biomass, reducing fertilizer runoff and calcium carbonate is formed, locking carbon into stable inorganic forms in soil. An alternative approach would be to take the knowledge we have gained and apply this to soil without a microbial component. We show here a direct strategy: succinate application, that improves carbonate formation, adding succinate directly to soil, a prebiotic approach, is worth exploring for a similar effect. A metagenomic and metatranscriptomic analysis of the soil would also provide data on which species contain and express urease enzymes, allowing us to target our approach to particular soil types.

## Conclusions

Our study provided an analysis of community level changes during urea degradation, finding that CSC-A members have a diverse suite of metabolic potential, and phenotypic evidence of niche specialization in stress response and metabolism, as well as generalization in key metabolic functions such as denitrification. Exclusion experiments of two individual species of CSC-A emphasized the identification of a keystone species, *R. qingshengii* along with species niche specialization that may reorganize under specific sets of time-sensitive conditions, such as accessibility to urea in the environment. Exclusion and subsequent analysis of the transcriptome of another member, *C. flaccumfaciens*, revealed that inclusion of species with no phenotypically observable roles is still crucial when designing consortia to mitigate the effects of growth conditions or competition. We also show that our predictions of CSC-A interactions can be used to perturb the system in the laboratory for enhanced expression of a phenotype of interest. Multiomic integration of our datastreams resulted in the identification of 29 different reactions across 4 subnetworks of a KEGG reaction network. The identification of reactions including oxoglutarate, succinate quinone reducatases, and other amino acids and vitamins critical for glutamate and succinate metabolism, evidence suggests that these two compounds serve as major hubs in our complex, multi-pathway metabolic consortium network. Among the metabolites predicted to be integral to CaCO_3_ precipitation, only the addition of succinate to our growth media led to an average increase of two-fold more CaCO_3_ produced throughout the duration of the experiment when compared to the yield of CaCO_3_ during growth in unenriched media—a culminative result of empirical validation of our modeling work. There is still much that is unknown about the mechanistic driving forces behind CSC-A-enabled MICP and its scalable application in the field, but this study highlights the strength of insights that can be gained from integrating multiple streams of ‘omics analyses. This foundational work allows insight for future work engineering new niche restrictions or enhancing calcium carbonate precipitation to increase the efficiency and productivity of this novel biosystem.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1: Supplementary Figure 1. Heatmap of KEGG metabolite enrichment and depletion in each community well compared to the shared reservoir. Cell color represents differential abundance, with red indicating metabolite enrichment and blue indicating metabolite depletion.

Supplementary Material 2: Supplementary Table 1. Optimum generation time, optimum temperature, and genome size as found in literature reviews as well as through genomic reconstruction. Supplementary Table 2. Complete table of gene expression given different CSC-A communities (without Curtobacterium vs. without Rhodococcus) when grown in urea-rich media, inclusive of genes unable to be mapped to the KEGG ortholog database. Supplementary Table 3. Global gene expression levels, normalized with DESeq2. Supplementary Table 4. Metadata information for RNA-seq data. Supplementary Table 5. Global metabolite abundance levels. Supplementary Table 6. GSEA results for transcriptome of CSC-A when grown in urea. Supplementary Table 7. Reactions predicted from multi-omic analysis.

## Data Availability

Genomes for the four species that make up CSC-A are deposited in NCBI with the following Biosample accession numbers: SAMN55276877 (Rhodococcus qingshengii), SAMN55276878 (Curtobacterium flaccumfaciens), SAMN55276879 (Microbacterium sp.) and SAMN55276880 (Bacillus toyonensis). RNA-seq data has been deposited in the Gene Expression Omnibus (GEO) with accession number GSE320329. Metabolomics data has been deposited in MassIVE with accession number MSV000100667.

How the deposited data were processed for this re-analysis (not part of the article)

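RNA was measured in 48 libraries in 16 groups of 3 replicate flasks. A first experiment held complete CSC-A and CSC-A without *C. flaccumfaciens*, each in B4 and in urea medium (20 g/L urea), at 0, 24 and 48 h. A second held complete CSC-A and CSC-A without *R. qingshengii* in urea medium at 24 and 48 h. According to the paper, the authors normalized raw counts with the median of ratios of DESeq2 and used its variance stabilizing transformation for enrichment analyses. Per the submitters' notes, reads were counted per gene with HTSeq; the aligner and the trimming are not stated. The deposited signal values are, as deposited by the authors, 2 to the power of the variance-stabilized counts of all libraries together. This was read from the values: the lowest value, 0.227643 (log2 of -2.135), is the same in all libraries and stands for 0 reads, and the first 942 entries of Table S3 hold the log2 of these values (largest difference 5e-05).

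The transformation was inverted to reads. In each library 100% of the values fell within 0.1 of a whole read, and the step gave the size factor (0.0441 to 5.4548). Libraries held 73832 to 14729270 reads (median 1572818), a ratio of 199.5. The precision that this depth and the spread between flasks give was tested on simulated data with changes of 4 and 6 on the log2 scale. Each simulation changed 200 genes, so its recovery does not carry over to comparisons in which most genes changed. At 4, the tests called 100% of changed genes for the removal of *C. flaccumfaciens* at 0 h, 45% at 24 h and 73% at 48 h, 9% for the removal of *R. qingshengii* at 24 h and 0% at 48 h, and 15% in the time course.

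Removal comparisons used voom weights and limma 3.58.1 in R 4.3.3 on the 6 libraries of a time point in urea medium. Size factors were those recovered from the deposited values, and whether the authors' own tests used them is not known here. Genes of the removed species and genes with fewer than 10 summed reads were left out. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 3, the paper's thresholds. The time course used 18 libraries of complete CSC-A with a mean per medium and time, an F test of the interaction, and contrasts from the same fit, at an adjusted p under 0.05. The paper does not state the reduced model of its likelihood ratio test, so the interaction was chosen. In simulated data the planned filter of 10 summed reads called 419 of 19221 unchanged genes in the time course and 1408 for change in urea medium, so a gene must also expect 1 read in the shallowest library. With this, unchanged genes called were 2 of 8507 in the time course, 0 for change in urea medium, 16 for change in B4, and 7 at 24 h and 2 at 48 h for urea against B4. This was added after the counts had been seen, and moved the time course from 10174 to 5348 genes. Shares of reads per species were compared with exact two-sided permutation tests. Per the paper, samples of each time were drawn from the same replicate flasks. Replicate numbers showed no clear pairing of libraries by their correlations, so the fits carry no flask term. With 3 flasks this cannot show that pairing is absent, and a flask block was run as an alternative.

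Named genes were chosen by a rule set before the data were examined: every locus of Tables 2 and 3 and of 9 gene lists, whose values in the paper had been seen, and per comparison the 5 largest changes in each direction among called genes with at least 10 reads per library in the higher group and no overlap. Gene names come from Tables 2, 3 and S2, of which S2 and S3 were held only in part. The lists cover ribosome and translation, nitrate reduction, carbonate and cyanate, flagella and chemotaxis, acid and amino acid breakdown, thiol and oxidative stress, sugar uptake and glycolysis, arginine synthesis, and sporulation, competence and export.

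Alternatives were total reads, size factors within each species, other filters, the deposited log2 values, sample quality weights, thinning to the shallowest library, wider fits, a replicate block, leaving out each library, B4 in place of urea medium and the other experiment's complete libraries. Alternatives added after seeing the data were the time-course filter, leaving out replicate 3 of both groups or whole time points, and exchanging the media of 0 h libraries. Figures and tables were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. KEGG orthologs, enrichment analyses, clusters and metabolites were not analysed here.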

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

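The test of B4 values at 0 h, the test of resemblance to the other medium, the exchange of whole flasks in the time course and the alternatives that exchange the media of 0 h libraries were chosen after the result was seen.

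Several shares of reads moved in opposite directions in the 2 media, in every library of each group. These differences between media were not tested. At 0 h without *C. flaccumfaciens* the share of *B. toyonensis* was 22.8 percentage points lower in urea medium (-22.8) and 27.9 higher in B4, a difference of -50.7. *C. flaccumfaciens* held 41.1% of the complete 0 h libraries in B4, and leaving it out raises the other shares. For *R. qingshengii* the same comparison gave -10.3 and 14.1 (difference -24.3) at 0 h, and at 48 h a higher share in urea medium with -19.6 in B4 (difference 35.1). From 0 h to 48 h in complete CSC-A the share of *R. qingshengii* moved by -16.8 in urea medium and 26.4 in B4 (difference -43.1), that of *C. flaccumfaciens* by 28.3 and -34.7 (difference 63), and that of *Microbacterium* by -12.2 and 16.8 (difference -29).

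The paper does not report the removal of *C. flaccumfaciens* in B4. There limma called 557 genes at 0 h, 57 at 24 h and 747 at 48 h. Replicate 3 without *R. qingshengii* at 48 h held 3.73% *R. qingshengii* reads.

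Of 11774 genes tested at 0 h without *C. flaccumfaciens* in urea medium 2710 were called, nearly all lower in *B. toyonensis* and *R. qingshengii*. With size factors within each species 8.4% of that number were called, though this scaling also removes a true change in the amount of a species' RNA. In B4 the median log2 fold change of *B. toyonensis* genes had the other sign (0.568). Compared by Spearman correlation within each species, the 0 h libraries without *C. flaccumfaciens* lay nearer to the complete libraries of the other medium in 17 of 18 pairs of library and species (median correlation 0.92 against 0.82), and in 0 of 36 pairs at 24 and 48 h. A candidate explanation is that the media names of the 0 h libraries of 1 community were exchanged; which community, and whether shared handling of the flasks could give the same pattern, stays open, as does an effect of the missing species. Exchanged names would not end all calls: libraries without *C. flaccumfaciens* taken from B4 gave 1 gene, but complete libraries taken from B4 gave 788, with a median log2 fold change of -2.128 in *B. toyonensis*.

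Almost all *B. toyonensis* genes were higher at 24 h without *R. qingshengii*. The size factors alone do not account for it, since with total reads the median log2 fold change of the species was still 3.668. A larger amount of *B. toyonensis* RNA, shared by its genes, may account for much of it. Of the genes called higher, 8.9% were still called higher within the species, where 1317 were called lower. How much is not settled, since that scaling left a median log2 fold change of -1.46, which lowers the first number and raises the second. With the complete libraries of the first experiment as controls, *B. toyonensis* genes called higher came to 52.1% of the number. Whether the low share of *B. toyonensis* in the complete libraries of the second experiment adds to the pattern cannot be told apart, because the controls were changed together with the experiment. Loss of a competitor stays open as an untested biological explanation.

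Time-course genes of *R. qingshengii* and *C. flaccumfaciens* moved apart between the media. After every library was thinned to the shallowest, the median difference over the genes called kept at least 83.6% of its size in both species. Unequal depth alone therefore does not account for it in these genes. They were chosen by their call in the same data, and thinning leaves every library shallow, so low depth is not excluded as a source. Over all tested genes, a wider set after thinning, the medians were -1.205 against -2.118 in *R. qingshengii* and 2.588 against 3.607 in *C. flaccumfaciens*. With the media of the complete 0 h libraries exchanged, chosen after seeing the data, the median log2 difference of *C. flaccumfaciens* was 3.443 against 3.607, while that of *R. qingshengii* was 0.142 against -2.118, with 452 genes higher and 429 lower in urea medium against 227 and 1199. For *R. qingshengii* an exchange of names at 0 h therefore stays open as a source. With size factors within each species the 2 species had 57.1% of the number of called genes. A shift in the amount of each species' RNA and regulation within the species cannot be told apart as the source, because part of the calls end under this scaling and part do not. An effect of urea itself stays open as a hypothesis that the design names and these tests do not settle.

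Other splits of the same libraries were counted for each comparison. In the time course whole flasks were exchanged between the media, because the times of a medium come from the same flasks. Splits that exchange single libraries within a time, which were run first, take the times as independent; there 1 of 100 called as many genes, the real one, and the highest other called 4358, which points to a structure of the samples. Every comparison has 10 splits, too few for a share under 0.05. Real and highest other counts were 5348 and 0 for the time course, 2710 and 0 for the removal of *C. flaccumfaciens* at 0 h, 0 and 0 at 48 h, 6273 and 0 for the removal of *R. qingshengii* at 24 h, 8382 and 0 at 48 h, 2086 and 0 for time in urea medium, 4562 and 0 for time in B4, 4735 and 921 for urea against B4 at 24 h and 3215 and 0 at 48 h. In these the number of splits with as many genes was 1, apart from the removal of *C. flaccumfaciens* at 48 h with 10. At 24 h that removal had 0 genes and 10 splits with as many, and the highest other split called 1683, which points to a structure of the samples.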

How the results depend on the processing

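The alternatives that exchange or replace 0 h libraries, leave out whole times, or leave out replicate 3 of both groups were chosen after seeing the data, as was the filter on expected reads of the time course and its contrasts, which replaced the planned 10 summed reads; all others were set before the data were examined. Where a result moved, the cause was not tested unless stated.

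Of 177 alternatives to 10 counts, 114 were within 1.5 times the count and 63 were not. For the removal of *C. flaccumfaciens* at 0 h (2710 genes by limma), total reads gave 685, size factors within each species 228, at least 10 reads in 3 libraries 1366, deposited values 1704, any fold change 7683, all 4 species 5555, B4 without urea 557 (467 higher, 90 lower, against 21 and 2689) and both media in one fit 14. The 0 h libraries without *C. flaccumfaciens* taken from B4 gave 1, and complete libraries taken from B4 gave 788. At 24 h (0, with 55 at an unadjusted p under 0.05) quality weights gave 350, one fit over all urea libraries 1, all 4 species 2284, the replicate block 8 and B4 57; leaving out one library gave 0 to 22, the highest without complete replicate 1. Of the 350 genes, 303 were lower and 47 higher. At 48 h (0, with 154 unadjusted) total reads gave 1106, at least 1 read 136, at least 10 reads in 3 libraries 62, deposited values 1529, quality weights 286, thinning 12, one fit 1, all 4 species 1835, the block 133, B4 747 and both media 197; leaving out one library gave 0 to 229, the highest without replicate 1 lacking *C. flaccumfaciens*. All 4 species gives more because genes of the removed species are tested.

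For the removal of *R. qingshengii*, size factors within each species gave 2140 at 24 h (6273) and 1669 at 48 h (8382). Complete libraries of the first experiment gave 3215 at 48 h. Genes of *Microbacterium* at 48 h (8 higher, 1 lower) turned to 13 and 38 with quality weights and 20 and 75 without replicate 3 lacking *R. qingshengii*. Leaving out one library gave 4610 to 8066 at 24 h and 4064 to 8720 at 48 h; at 48 h, 4064 was without complete replicate 1 and 4411 without complete replicate 2. Without replicate 3 of both groups it was 9088.

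The time course (5348) gave 11013 with at least 1 read, 9087 with at least 10 reads in 3 libraries, 10174 with 10 summed reads, 3546 without the 0 h libraries and 3294 without the 48 h libraries, and 4413 to 6855 with one library left out. Change in urea medium (2086) gave 3231 with size factors within species, 10170, 5644 and 9271 under these 3 filters, 3952 on deposited values, 4389 with quality weights, 3800 thinned and 3203 with a flask block; with one library left out it gave 880 (without urea replicate 3) to 3476 (without urea replicate 1), and 1422 without urea replicate 2. Change in B4 (4562) gave 7448, 7395 and 7313 under the filters, each with more genes higher than lower, as did thinning (1842 and 1747), and 3301 to 5963 with one library left out. Urea against B4 at 24 h (4735) gave 7400 with at least 1 read, 7028 with 10 summed reads and 3110 on deposited values, and the split turned, from 855 higher and 3880 lower, to 3741 and 1367 with total reads and 3006 and 1517 within species; one library left out gave 3957 to 5962. At 48 h (3215) it gave 1936 within species (890 higher, 1046 lower, against 2297 and 918), 12168, 7820 and 11358 under the filters, 5268 with quality weights and 5840 thinned, and 2001 to 2758 with one library left out, the lowest 3 without urea replicate 1 (2001), 3 (2062) or 2 (2069). Looser filters test more genes.

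Shares of reads moved beyond 1 SD in 1 of 28 alternatives: share of R. qingshengii, urea versus B4, complete, 48 h, had a difference of -41.4 without the 10 most read genes of each species, against -35.3.

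For 100 gene results, 1440 of 1750 alternatives kept direction and side of the threshold, 87 lost the call, 158 gained it and 65, in 44 of the results, turned in sign, some of them without a call on either side. In B4, 0 h log2 fold changes were -4.65 (PGEDEG_14830), -4.19 (PGEDEG_14835), -3.98 (PGEDEG_14840), -3.72 (PGEDEG_14845), -5.05 (HBOIFM_17000), -5.5 (HBOIFM_17045), -4.76 (HBOIFM_01930), -2.18 (HBOIFM_01925), -4.44 (PGEDEG_02535), -0.76 (PGEDEG_07300), 6.16 (HBOIFM_18730), 5.70 (HBOIFM_18725), 4.64 (HBOIFM_18720), 2.89 (HBOIFM_17360), 2.25 (HBOIFM_22375), 3.37 (HBOIFM_01440) and 3.33 (HBOIFM_15280); at 24 h -0.20 (KXIUOE_10165), -0.10 (KXIUOE_10175) and -0.45 (KXIUOE_26600); and at 48 h 0.13 (HBOIFM_27020), 1.93 (HBOIFM_05125), 0.83 (HBOIFM_26985), 0.75 (HBOIFM_26880), 0.05 (PGEDEG_03620), 0.84 (HBOIFM_07195) and -0.79 (KXIUOE_26600). With both media in one fit HBOIFM_17000, HBOIFM_17045, HBOIFM_01930 and HBOIFM_01925 had -1.62, -2.51, -1.12 and -0.35, and with complete libraries taken from B4 -2.56, -3.7, -2.07 and -1.49. With libraries lacking *C. flaccumfaciens* taken from B4, PGEDEG_14830 had -1 and PGEDEG_14845 -0.44. Without *R. qingshengii*, controls of the first experiment gave 0.81 (PGEDEG_04310), 0.38 (PGEDEG_04040) and 1.69 (PGEDEG_07300) at 24 h and -1.77 (HBOIFM_17000) and -0.22 (HBOIFM_17045) at 48 h, total reads -2.92 (PGEDEG_07305) and -1.93 (PGEDEG_07320) at 24 h and -2.58 (HBOIFM_17000) and -0.14 (HBOIFM_17045) at 48 h, quality weights 0.33 (PGEDEG_07300), and size factors within species -7.86 (HBOIFM_17000) and -6.88 (HBOIFM_17045) at 48 h. Leaving out one library gave -0.24 to 0.10 for PGEDEG_07300 at 24 h and -0.15 to 4.25 for HBOIFM_17000 at 48 h. With media exchanged at 0 h the time course gave -1.47 (HBOIFM_17045), -0.29 (PGEDEG_14830) and -1.95 (PGEDEG_14845), change in urea medium -1.12, -1.37 and -1.54 for the same genes, and change in B4 0.34 (HBOIFM_17045) and 0.41 (PGEDEG_14845). On deposited values PGEDEG_14845 had -2.08 in urea medium, and without the 0 h libraries -0.37 in the time course. Without the 48 h libraries the time course gave -4.73 (HBOIFM_01850) and -4.95 (HBOIFM_07195), a difference at 24 h in place of 48 h.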

Differences from the paper's values

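The alternatives named here were set before the data were examined unless stated otherwise. The time-course filter behind the present counts was chosen after the counts had been seen. The paper's log2 fold changes for the removal of *C. flaccumfaciens* have the opposite sign to the values computed here (community without the species over complete CSC-A) for 38 of 38 loci held at 0 h, 15 of 15 at 24 h and 38 of 38 at 48 h. For the removal of *R. qingshengii* the signs are the same for 38 of 38 loci at 24 h and 19 of 19 at 48 h. Values for *C. flaccumfaciens* are therefore compared below in the paper's direction, with the direction changed. Taken as the community without *C. flaccumfaciens* over complete CSC-A, present values minus the paper's had medians of -1.8 at 0 h, 0.02 at 24 h and -0.77 at 48 h. With total reads in place of size factors these medians were 0.03, -0.26 and 0.15. The size factors of the authors' own tests are not held here. Counts use the paper's thresholds.

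Of 30 counts in Table 1, 17 differ. For genes called with the paper's sign + (positive) and genes called with the paper's sign - (negative), at 0 h without *C. flaccumfaciens* the paper gives 364 and 13 in *B. toyonensis*, against 1558 and 3 here; total reads gave 357 and 10, and any fold change gave 9 negative. In *Microbacterium* the paper gives 2 and 256, against 15 and 15; total reads gave 2 and 263, and complete 0 h libraries taken from B4, chosen after seeing the values, gave 3 positive genes, with 4 of the paper's 38 loci held called against 31. In *R. qingshengii* the paper gives 46 and 34, against 1116 and 3; no alternative came within the range for the positive genes, while total reads (23) and size factors within species (35) did for the negative. At 24 h the paper gives 23 negative genes in *R. qingshengii*, against 0; quality weights gave 29, with 258 in the other direction, all 4 species 18 and leaving out complete replicate 1 gave 22. At 48 h the paper gives 18 and 110 in *B. toyonensis*, against 0 and 0; at least 1 read gave 15 and 97, all 4 species 19 and 107, the replicate block 17 and 88, and quality weights 24 positive. In *Microbacterium* the paper gives 1 and 3, against 0 and 0; all 4 species and the block gave 1 and 2, deposited values and thinning 1 positive, and at least 1 read, quality weights and leaving out replicate 1 without *C. flaccumfaciens* 2 negative. In *R. qingshengii* the paper gives 6 and 24, against 0 and 0; all 4 species gave 6 and 19, the block 7 and 18, at least 1 read 8 positive, quality weights 28 negative and at least 10 reads in 3 libraries 18 negative. The other alternatives did not come within the range.

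At 24 h without *R. qingshengii* the paper gives 0 positive and 755 negative genes in *Microbacterium*, against 6 and 56; total reads gave 0 positive, and no alternative came within the range for the negative genes. In *C. flaccumfaciens* the paper gives 231 and 50, against 673 and 1. Leaving out replicate 1, 2 or 3 lacking *R. qingshengii* or complete replicate 3 gave 180, 170, 181 and 260 positive. No alternative came within the range for the negative genes, where total reads went past it. Over all times the paper gives a total of 885 genes without *C. flaccumfaciens*, against 2710 distinct genes here. It does not say whether a gene is counted once over the times. B4 without urea gave 1178 and no other alternative came within the range.

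In the time course the paper gives 342 genes in *Microbacterium* and 192 in *B. toyonensis*, against 1033 and 1324, and no alternative set before the data were examined came within the range. Leaving out the 0 h libraries or the 48 h libraries, both chosen after seeing the values, gave 439 and 259 in *Microbacterium*, and neither came within the range for *B. toyonensis*; the paper's gene lists are not held, so how many of its genes these drop is not known here. The paper gives 48% of the genes to *R. qingshengii*, against 26.7%, and 6% to *B. toyonensis*, against 24.8%, both within the range under no alternative set before the data were examined; leaving out the 48 h libraries, chosen after seeing the values, gave 34.4% for *R. qingshengii*. For *Microbacterium* the paper gives 11%, against 19.3%; at least 1 read gave 11.9%, at least 10 reads in 3 libraries 14%, thinning 8.9%, and leaving out urea replicate 3 or B4 replicate 1, 2 or 3 gave 14.5% to 15.7%. The filter first planned gave 12%, and leaving out the 0 h or the 48 h libraries, chosen after seeing the values, 12.4% and 7.9%. The paper does not state the reduced model of its test; testing every term with medium in place of the interaction gave 5958 genes.

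Of 22 genes in Table 2, 0 differ by the rule used, though none of them was called in the main test. A log2 fold change differs where its sign changes or its distance from the paper's exceeds the spread between flasks. That spread is the root of the summed log2 variances of the 2 groups, and it was wide. Of the 22, 10 at 48 h had no read in the complete libraries, so their folds here are lower bounds (at least 9.60-fold for HBOIFM_02175, the highest). These 10 could differ only with a bound above 1.5 times the paper's fold, and none lies above the paper's fold.

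Of 22 genes in Table 3, 9 differ, all at 24 h. The paper's and the present log2 fold change are 14.57988 and 16.17 (HBOIFM_02680), 14.3682 and 15.73 (HBOIFM_25530), 14.36612 and 15.604 (HBOIFM_05925), -7.00343 and -4.02 (PGEDEG_04040), -7.19443 and -3.621 (PGEDEG_02340), -7.27149 and -4.13 (PGEDEG_06485), -8.69249 and -5.20 (PGEDEG_02345), -8.73803 and -5.04 (PGEDEG_05120), and -9.95552 and -7.07 (PGEDEG_04310). Total reads brought the 6 *Microbacterium* genes within the range. Leaving out replicate 2 lacking *R. qingshengii* did so for HBOIFM_25530 and HBOIFM_05925, and deposited values, quality weights and leaving out complete replicate 2 for HBOIFM_05925. No alternative did so for HBOIFM_02680.

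Some values go the other way than the paper's statements. The paper describes *R. qingshengii* genes as decreased at 24 h without *C. flaccumfaciens*; threonine dehydratase (KXIUOE_09545) had 333 ± 350 normalized counts (SD, n = 3) without it and 23.2 ± 17.2 with it (adjusted p = 1 from limma), and none was called, while quality weights called 258 genes of the species lower and 29 higher. The paper describes phosphotransferase enzymes, mostly of *B. toyonensis*, as higher at 48 h without *C. flaccumfaciens*; enzyme I of the phosphotransferase system (HBOIFM_07195) had a log2 fold change of -3.21 and was not called. The paper describes flagellar genes of *Microbacterium* as lower at 24 h without *R. qingshengii*; of 3 such genes held 0 were called by limma (PGEDEG_07300 -0.07, PGEDEG_07305 0.65, PGEDEG_07320 1.73), while with total reads PGEDEG_07300 had -3.75 (adjusted p = 0.00997 from limma), called as lower. The paper describes the denitrification genes of its cluster 11 as not changing in urea medium, and the loci of that cluster are not held. Of the nitrate reductase genes HBOIFM_17045 rose by 6.09 there, on few reads, and PGEDEG_14830 did not pass. With the media of the complete 0 h libraries exchanged, chosen after seeing the data, HBOIFM_17045 had -1.12.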
